# Non-genetic differences underlie variability in proliferation among esophageal epithelial clones

**DOI:** 10.1371/journal.pcbi.1012360

**Published:** 2024-10-28

**Authors:** Raúl A. Reyes Hueros, Rodrigo A. Gier, Sydney M. Shaffer

## Abstract

Individual cells grown in culture exhibit remarkable differences in their growth, with some cells capable of forming large clusters, while others are limited or fail to grow at all. While these differences have been observed across cell lines and human samples, the growth dynamics and associated cell states remain poorly understood. In this study, we performed clonal tracing through imaging and cellular barcoding of an in vitro model of esophageal epithelial cells (EPC2-hTERT). We found that about 10% of clones grow exponentially, while the remaining have cells that become non-proliferative leading to a halt in the growth rate. Using mathematical models, we demonstrate two distinct growth behaviors: exponential and logistic. Further, we discovered that the propensity to grow exponentially is largely heritable through four doublings and that the less proliferative clones can become highly proliferative through increasing plating density. Combining barcoding with single-cell RNA-sequencing (scRNA-seq), we identified the cellular states associated with the highly proliferative clones, which include genes in the WNT and PI3K pathways. Finally, we identified an enrichment of cells resembling the highly proliferative cell state in the proliferating healthy human esophageal epithelium.

## Author summary

Single cells derived from tissues and cell lines can have variable abilities to grow in culture. Understanding the molecular differences that lead to this variability has the potential to reveal regulators of growth and to improve in vitro culture for tissue regeneration. In this study, we investigated differences in growth between esophageal epithelial cells and found that these differences are non-genetic in origin. Through quantitative analysis of clonal growth at different time points, we show that the heterogeneity in growth can be modeled as two separate populations, one that is highly proliferative and grows exponentially, and another that is less proliferative and is able to transition into a non-proliferative state. Tracking clones through cell barcoding with scRNA-seq, we define the molecular differences between these populations and their associated signaling pathways. Together, this work highlights the contributions of non-genetic heterogeneity in proliferation, which has applications for tissue regeneration and stem cell biology.

## Introduction

Single cells can have variable efficiencies for growth in culture, particularly when grown alone as individual cells. Within a cell line or human sample, this variability can be seen as some clones are able to grow, forming large clones, while others grow partially or fail entirely [1–4]. These differences are generally hypothesized to reflect differences in differentiation status or stemness of the cells [5]. Understanding the basis for these differences in clones has the potential to improve methods for tissue regeneration and stem cell biology [6].

Human epithelial tissues have been used to study these clonal dynamics. An example of such is the human esophageal epithelium in which the native tissue consists of a basal layer of slowly dividing stem cells which give rise to a highly proliferative suprabasal layer and increasingly differentiated progeny cells above [7–9]. In the esophageal epithelium, progenitor cells can have different capacities for growth, resulting in clones of different sizes contributing unequally to the tissue [10,11], similar to differences in clonal potential seen in vitro [12]. In some instances, enhanced growth can be achieved through genetic mutations that alter the equilibrium between proliferation and differentiation, resulting in the generation of a greater number of proliferative progenitors from a single cell [10,13–17]. Thus, clones that acquire these mutations outcompete other neighboring clones that are less proliferative. However, in other contexts, epithelial clones can have different growth potential in the absence of a genetic driver, potentially reflecting differences in stemness and differentiation [12,18,19].

In other biological systems, populations of cells can take on different phenotypes without genetic differences. These differences can stem from differences in gene expression and the accumulation of epigenetic modifications, such as DNA methylation or histone modifications [20–25]. Examples of non-genetic phenotypes are broad and can include therapy resistance [26–30], cancer cell fitness [31,32], immune signaling [33–35], and circadian period [36]. Notably, these phenotypes, despite their non-genetic origins, are marked by distinct gene expression states and can be passed on through cell division [27,30]. Thus, we wondered whether cell growth differences in culture might also exhibit this limited heritability through cell division and be linked to specific gene expression states.

We first performed a quantitative analysis of the growth of an esophageal epithelial cell line at low density. We found a subset of clones that exhibited significantly higher proliferative rates, referred to here as highly proliferative clones. The remaining clones were also able to grow, but they were less proliferative and varied dramatically in their final size after 11 days. Using mathematical modeling, we found that the growth of the highly proliferative clones can be fitted by an exponential growth model, while the growth of the less proliferative clones can be modeled by the same doubling rate, but through the addition of another parameter that consists of a transition rate to a non-proliferative state at day eight. Further, we found that the highly proliferative state is reversible, suggesting that the proliferative phenotype is non-genetic in its origin. Finally, by pairing DNA barcoding with scRNA-seq, we uncover the distinct gene expression present in the highly proliferative and less proliferative clones indicating differences that extend beyond just the cell cycle.

## Results

### Individual epithelial clones have unique capacities for growth and differentiation

To study single-cell heterogeneity in growth dynamics, we used an in vitro model consisting of esophageal epithelial cells immortalized with telomerase (EPC2-hTERT) [37]. We selected this model to allow us to make quantitative measurements of growth, which are not possible in human tissues. We first seeded individual EPC2-hTERT cells into separate wells of a 96-well plate and allowed them to grow for 14 days. We noted significant heterogeneity in growth during this time period. A small fraction of clones expanded to fill entire wells, while the majority exhibited reduced growth or stopped growing entirely. We quantified the total number of clones that reached confluency in the wells and found that this number was approximately 10% across biological and technical replicates (S1A and S1B Fig and S1 Table).

To increase the number of clones observed, we performed the same experiments in a 6-well plate format, seeding each well with 50 cells per well and then allowed them to grow for 2 to 11 days (Fig 1A). In this experimental design, the cells are sufficiently spread apart that the clones do not come into contact with each other. We fixed a subset of these 6-well plates at discrete time points, including two, five, eight, and 11 days, and then quantified the number of cells in each clone using imaging and counting the nuclei (Fig 1A, left). The sparse initial seeding made it possible to distinguish individual clones as distinct clusters on the plate (Fig 1B). At each time point, we observed a variable range of clone sizes increasing with time of culture (Figs 1C and S2). By day eight, the number of cells per clone ranged from 1 to 2,907 cells. We further confirmed the presence of a subset of highly proliferative clones using live cell imaging (S3E and S3F Fig). However, we noted that the live cell imaging conditions yielded smaller clones across the distribution at all time points.

**Fig 1:**
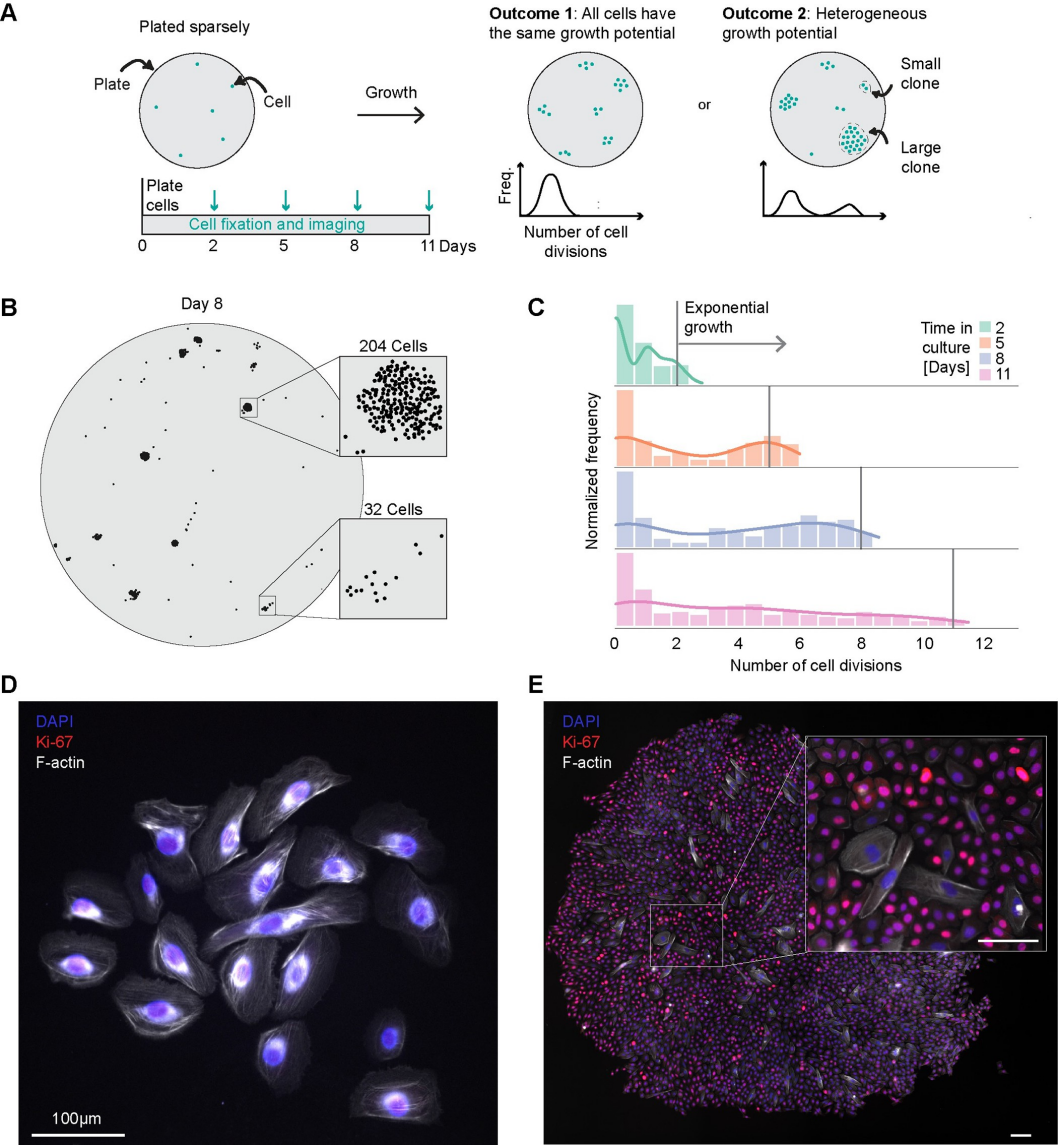
Esophageal epithelial cells show different capacities for growth at low density. (**A**) Schematic of experimental design. On the left, cells are plated at a low density, grown for 2, 5, 8 or 11 days, and imaged. (**B**) A representative plate of clones on day 8 of growth. Large and small clones are highlighted on the right with 249 cells and 20 cells, respectively. (**C**) Data from experiment in A. Histogram of the number of cell divisions, log_2_(number of cells per clone), separated by days in culture, as shown by the colors in the legend. The gray vertical lines show the cell number if they doubled every 24 hours (n = 2 biological replicates each with six technical replicates, one biological replicate shown with all technical replicates). (**D**,**E**) Immunofluorescence staining for Ki-67 and phalloidin staining for F-actin on day 11 with a small clone on the left and large clone on the right. Scale bars, 100 μm.

To determine whether the size differences between clones reflect differences in proliferative cells, we performed immunofluorescence staining. We used Ki-67, a marker of proliferating cells, and phalloidin, which stains F-actin. We found a distinctive elongation and F-actin staining in the cells within the smaller clones, while the cells in the larger clones stained positive for Ki-67 and displayed a more rounded and compact morphology (Fig 1D and 1E). Notably, even among the smaller clones, we still observed a small population of cells staining positive for Ki67, suggesting that while these clones overall grow much less, they can still contain proliferating cells. Thus, we classified clones based on their overall size, with the largest 10% being designated as highly proliferative, and the remaining as less proliferative.

We next wondered whether the highly proliferative clones were a genetically different subset within the EPC2-hTERT line. To test this hypothesis, we isolated single cells from the EPC2-hTERT line using limiting dilutions in a 96-well plate. After 14 days, we identified the most proliferative clones and replated them using a second limiting dilution into another 96-well plate (S1C Fig). If genetic differences in these clones were responsible for the growth, we would expect that all of the subclones derived from the highly proliferative parent clone would grow similarly to the parent. Instead, the growth patterns of these subclones followed a similar growth distribution to the initial population (S1D Fig). We similarly tested replating single cells derived from less proliferative clones, but did not observe any highly proliferative clones (S1D Fig). Given that the highly proliferative state of these clones can be reversed, we concluded that they are not a genetically distinct subset of the EPC2-hTERT cell line.

### Differences in growth dynamics between clones can be described by differences in a transition rate to a non-proliferative state

We next wanted to better understand the differences in growth dynamics for the highly proliferative and less proliferative clones. We developed a two parameter computational model for growth consisting of a doubling rate for the cells and a transition rate that describes the transition to a non-proliferative state (Fig 2A). We applied Gillespie’s algorithm to simulate the growth of the highly and less proliferative clones (Fig 2B). To assess the model’s accuracy, we analyzed its fit to the data from each clone type at day 8 (S3A Fig), using a range of parameters (Fig 2C and 2D). The best model fit was determined by the lowest Kolmogorov-Smirnov (KS) test statistic and highest p-value, indicating the highest similarity between the modeled and observed distributions. The best fit model for the highly proliferative clones showed a growth rate of 0.74 and a transition rate of 0.0. In contrast, the best fit model for the less proliferative clones had nearly the same growth rate, but a significantly higher transition rate of 0.35–0.5 (Fig 2E). By applying this approach to all the time points in our data, the best fit model for the highly proliferative clones consistently had similar parameters, suggesting that these clones grow exponentially with a doubling time of 1.732 days (S3B Fig). However, for the less proliferative clones, the best fit model consisted of different parameters at different time points in the data (S3B Fig). This suggests that our two parameter model could not capture the growth dynamics of the less proliferative clones through time without drastically changing its parameters.

**Fig 2:**
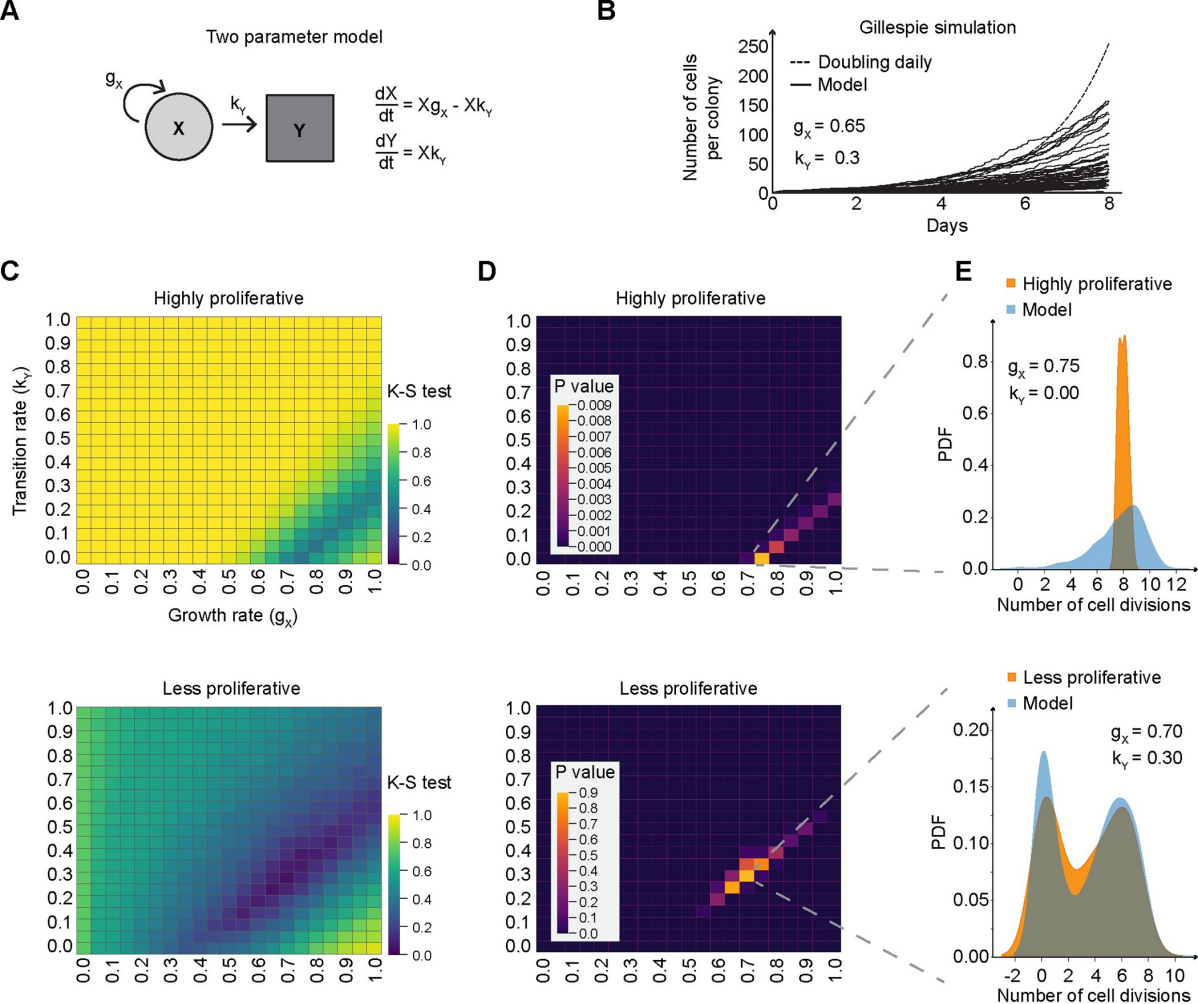
Analysis of epithelial cell growth via gillespie simulations. (**A**) Schematic of a two-state model, with a specified growth rate (g_X_) and a transition rate (k_Y_) and their respective ordinary differential equations. (**B**) Line plot of the outcomes of multiple Gillespie simulation runs based on the two-state model from panel A, with the growth parameter (g_X_) set at 0.65 and the transition rate (k_Y_) at 0.3. (**C**) Heat map of the simulated and experimental growth distributions at day 8, using the Kolmogorov-Smirnov test for each value in the parameter sweep. The top panel represents highly proliferative clones, while the bottom panel shows less proliferative clones. (**D**) Heat map displaying the p-values derived from the Kolmogorov-Smirnov test in panel A. (**E**) Probability Density Function (PDF) of log2(cell count per clone), separated by both experimental data (orange) and model predictions based on the optimal parameters from Panel B (blue). Two parameter sets are shown: g = 0.75 with k1 = 0 for highly proliferative clones and g = 0.7 with k1 = 0.3 for less proliferative clones.

Building on our finding that the growth parameters of the less proliferative clones change through time, we turned to a logistic growth rate model to integrate time dependence. This model mirrors the observed pattern in our data: an initial surge in proliferative activity followed by a plateau as the cell population nears its carrying capacity (S3C and S3D Fig). For the less proliferative clones, this model achieved an optimal fit with a growth rate of 0.746, transition rate of 0.156 and carrying capacity of 126. With each of these models, we have assumed that cells uniformly progress through the cell cycle, that cells cannot re-enter the proliferative state once they have entered the non-proliferative state, and that death is negligible. From these models, we conclude that the growth dynamics of these two clone types are distinct and likely governed by different propensities for transitioning to a non-proliferative state.

### Clonal growth dynamics are largely heritable through four cell doublings

Considering that genetic factors do not explain the observed proliferation differences, we next investigated whether this proliferative phenotype is heritable through cell division. We hypothesized that while proliferative capacity was reversible on a 14-day timeline (S1C and S1D Fig), it might exhibit stability on shorter timescales. To test for heritability in the growth phenotype, we used DNA barcoding to track related cells and then measure their growth in our clonal assay. We transduced the EPC-hTERT cells with a high-complexity library of DNA barcodes that are integrated into the genome of single cells [38,39]. We used a low multiplicity of infection to ensure that each cell was labeled by only one barcode and then allowed the cells to proliferate through four doublings to generate roughly 16 copies of each barcode in the population. We next replated these barcoded cells randomly into two separate samples at low density. Our choice of four doublings ensured that each barcode would be represented in the two separate samples even with counting noise. We then allowed the sparsely plated barcode clones to grow over eight days, generating clones of different sizes as we previously observed. If the proliferative phenotype is not heritable, each clone should grow to different sizes in the two wells, indicating that growth is independent of the clonal identity (Fig 3A, Outcome 1). Conversely, if the proliferative potential of a clone is heritable, each clone should grow to a similar size in the two wells (Fig 3A, Outcome 2).

**Fig 3:**
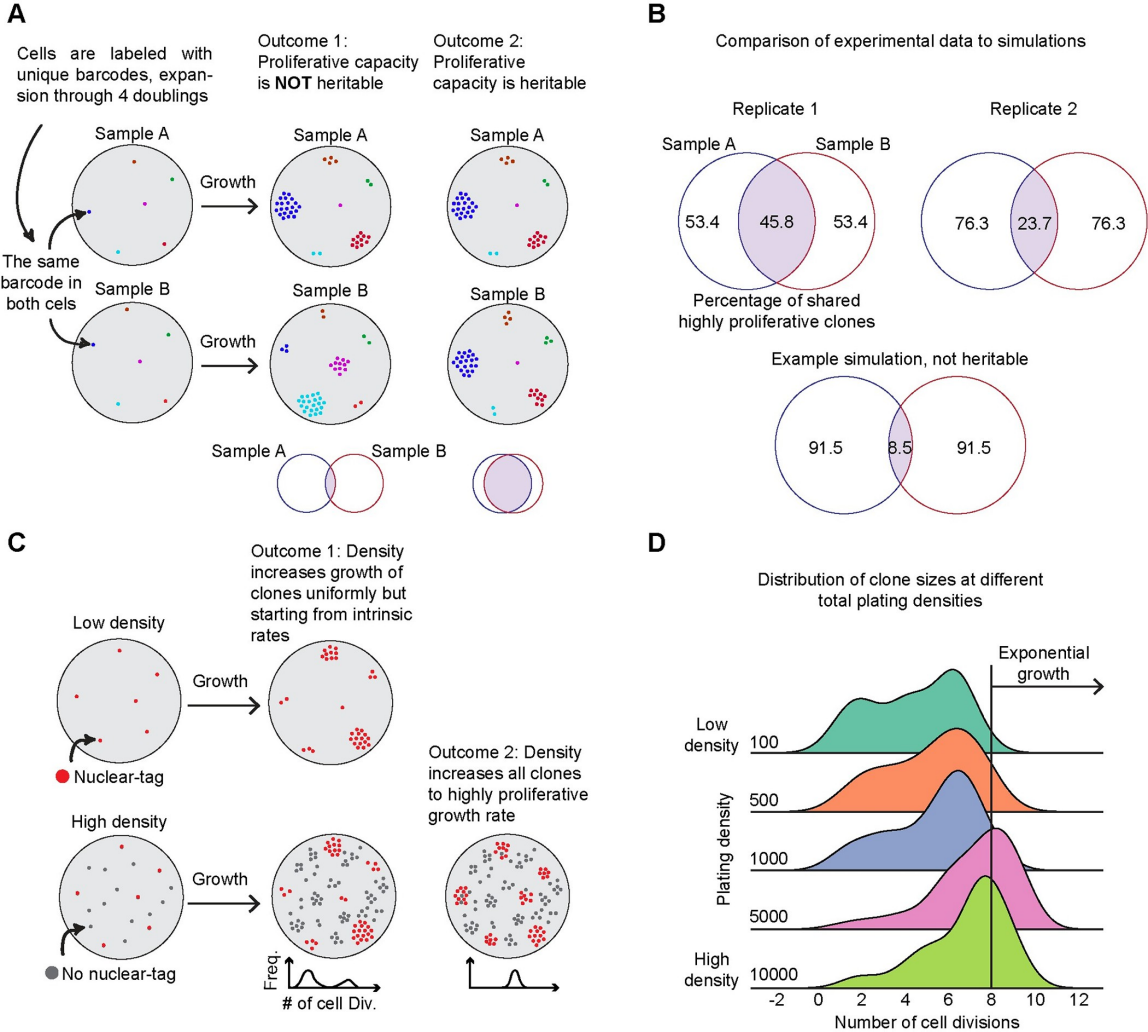
Proliferative capacity is heritable and can be altered through extrinsic factors. (**A**) Schematic of experimental design showing how lineage barcodes were used to extract information about clone growth. Potential outcomes for heritable and non-heritable states are shown on the right. (**B**) Venn diagrams comparing the overlap of the top 10% largest clones between sample A and sample B for two experimental replicates and a simulated dataset of random growth rates. (**C**) Schematic of experimental design showing mCherry-tagged cells being platted at a constant 50 cells per plate while non-fluorescent cells are seeded at 100, 500, 1000, 5000, or 10000 cells per plate. Outcomes from distinct densities and their effect on proliferation are shown on the right. (**D**) Histograms of cell divisions separated by their original plating density at day 8. Exponential growth is highlighted with a solid gray line (n = 2 biological replicates each with six technical replicates, one biological replicate shown with all technical replicates).

After eight days, we isolated genomic DNA from the samples and performed a targeted amplification of the barcode sequences. We quantified the number of reads for each barcode to use as a measurement of the clone size in each sample. To validate this method, we introduced defined numbers of cells containing known barcode sequences (50, 500, and 1000 cells) to each sample, including two replicates of the same cell number, but with different barcode sequences. As expected, the replicates were highly correlated (Pearson correlation 0.998) and corresponded to the expected numbers of cells in the assay (S4D–S4F Fig), verifying that read counts can reliably estimate cell quantities.

As in prior experiments, we took the top 10% of barcodes as the highly proliferative clones in each sample. We then asked whether the same highly proliferative clones exist in each of the samples. Across two replicates, we found that 45.8% and 23.7% of the highly proliferative clones were captured in each sample (Fig 3B). To test whether this overlap could be observed by chance, we simulated this experiment by generating an initial cell barcode population. We estimated the growth for each simulation by randomly choosing a growth rate from our imaging data (Fig 1C). The simulated barcodes were then randomly divided into two groups and allowed to undergo five more divisions to model their growth as clones. We used the top 10% as the simulated highly proliferative in each sample and quantified the expected overlap in these barcodes. We found that the experimental overlap is consistently higher than the non-heritable simulations (Fig 3B).

We also analyzed the overall correlation in barcode abundance across the two samples (S4A and S4B Fig). The Pearson correlation coefficients were 0.511 and 0.373 for the replicates. In both analyses, deviations from a perfect correlation or perfect overlap could reflect a limited heritability of the growth phenotype as well as experimental factors such as differences in plating. In contrast, the Pearson correlation of our simulated random barcodes was 0.012, further confirming that the growth of these clones has a heritable component (S4C Fig).

### Extrinsic cues from neighboring cells can modulate the growth of clones

After establishing that heritable cell-intrinsic factors can influence a clone’s growth potential, we next considered whether extrinsic factors could also have an effect. Numerous studies have shown that higher cell densities can enhance the growth of primary cells [40–42] and human cell lines [43,44]. This led us to investigate how density could alter clone size. However, this posed an experimental challenge because at higher cell densities, it is difficult to accurately track the growth of individual clones. To overcome this challenge, we generated wells with a consistent number of mCherry-labeled cells and varied the number of unlabeled cells. In our lowest density condition, we included 50 mCherry-labeled cells and 50 unlabeled cells. In our higher density conditions, we maintained the same number of mCherry-labeled cells (S4J FIg), but varied the unlabeled cells to reach a total of 100, 500, 1000, or 5000 cells per well. This setup allowed us to monitor the growth of the labeled clones, which could be easily identified due to their proximity on the plate. At each density, we allowed the cultures to grow for eight days and then measured the growth of each mCherry-tagged clone by imaging.

If increased cell density uniformly accelerated all clones’ growth, we would expect differences in clone size to persist as they have varied intrinsic growth rates (Fig 3C, Outcome 1). However, if increased density caused all clones to match the growth of the highly proliferative, we would observe a more uniform distribution of clone sizes (Fig 3C, Outcome 2). Consistent with the previous experiments, at the lowest density, we found a range of different clone sizes, with 10% of clones following an exponential growth curve. As the overall density of the cultures increased, however, we found that the number of cells in each clone also increased (Figs 3D and S4I). We observed the largest average clone size at a plating density of 5,000 cells per well. At the highest density of 10,000 cells per well, we observed a slightly lower clone size, likely due to the culture approaching confluency. Using a complementary approach with DNA-barcoding, we further confirmed that higher cell densities generate more uniform growth among the clones (S4G and S4H Fig). Together, we concluded that the growth of individual clones can be modulated by increasing cell density, suggesting that external factors in the microenvironment can overcome the intrinsic differences between clones.

### Gene expression profiles of the highly proliferative and less proliferative clones are distinct

We next investigated gene expression between the less proliferative and highly proliferative clones. To simultaneously measure clone size and gene expression of single cells, we paired DNA barcodes with scRNA-seq (Fig 4A) [27,38]. We transduced EPC2-hTERT cells with this barcode library, plated them at a low density to capture the non-uniform clonal growth, and allowed them to grow for eight days. Afterward, we collected the cells for scRNA-seq and recovered the transcribed barcodes from the cDNA libraries. We matched the barcodes to the transcriptomes of single cells, identifying lineages of different sizes. We then visualized this data using uniform manifold approximation and projection (UMAP) (Figs 4B, 4C, S5A, and S5B). We labeled cells based on their clone sizes, using a 10% threshold determined by our previous observations S1B Fig. Cells belonging to the largest 10% of lineages were categorized as highly proliferative clones, whereas those in smaller lineages, comprising the remaining 90%, were categorized as less proliferative lineages. After identifying these highly proliferative and less proliferative populations, we found that they were separated consistently from each other across multiple dimensionality reduction methods, indicating a robust distinction in high-dimensional space (S5C and S5D Fig), and this clustering was not driven by batches within our 10x library samples (S6A–S6C Fig).

**Fig 4:**
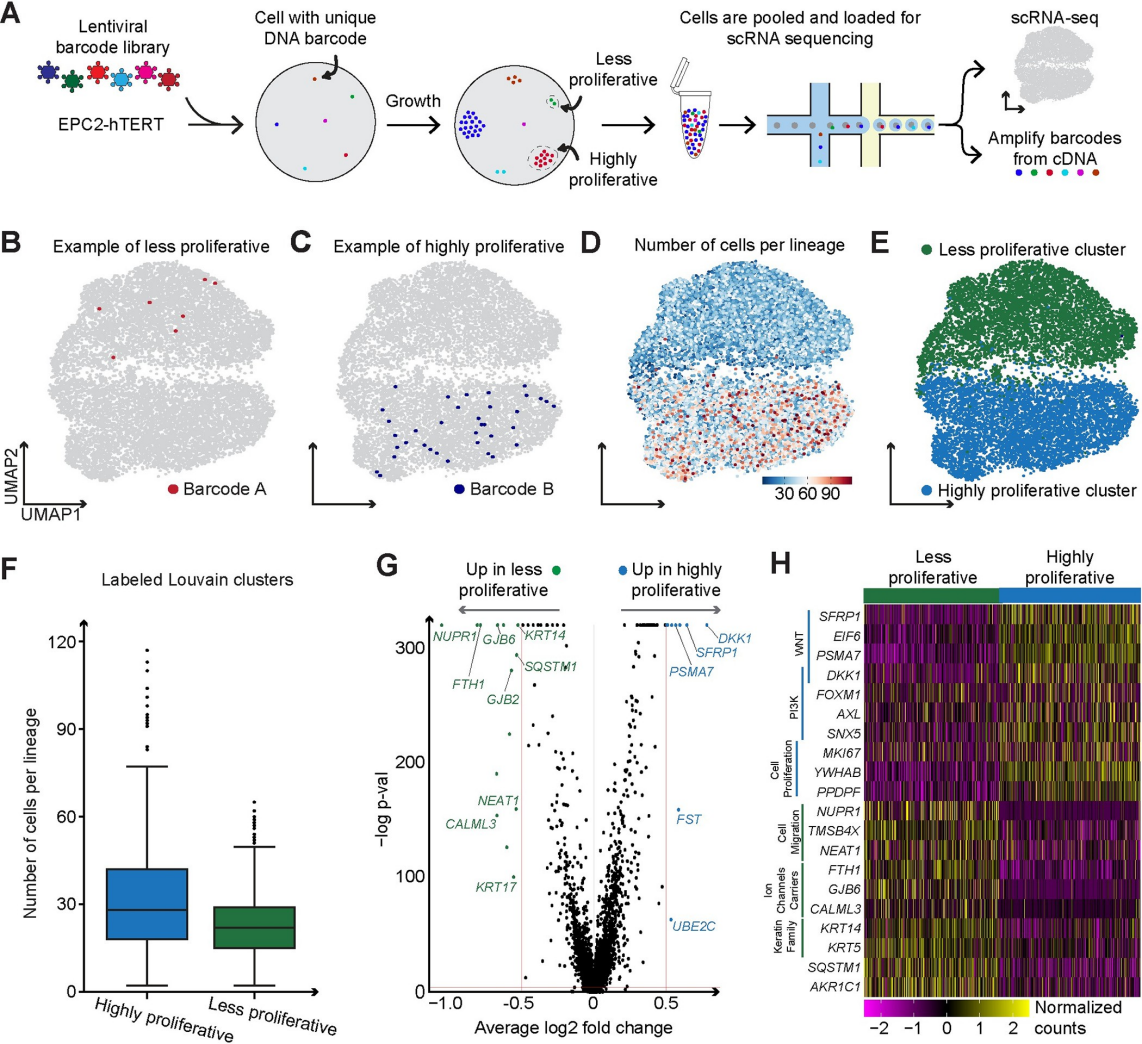
Highly proliferative clones have a unique gene expression in which WNT and PI3K pathway genes are upregulated. **(A**) Schematic of how lineage barcodes were used in combination with scRNA-seq. (**B,C**) UMAP plots with an example lineage from less proliferative and highly proliferative clones respectively. (**D**) UMAP plot overlaid with the number of cells per lineage barcode. (**E**) UMAP plot of all lineage barcodes labeled as less proliferative or highly proliferative. (**F**) Box plots of the number of cells per lineage in each clone type. (**G**) Volcano plot of differential expression analysis between highly proliferative (positive fold change) and less proliferative (negative fold change). (**H**) Heatmap of the log10 normalized and scaled gene expression of highly proliferative and less proliferative cells.

We also noticed that UMAP showed a strong separation of cells based on their predicted phase in the cell cycle (S5E Fig). However, we found that the cell cycle differences did not align with the differences between highly proliferative and less proliferative clones. Both populations of cells contained cells in each phase of the cell cycle, indicating that the differences in gene expression between these populations are not predominantly driven by cell cycle genes. This finding is consistent with our modeling results in which the less proliferative clones still retain some proliferative cells at day 8. To control for cell cycle effects in our gene expression analysis, we regressed out the cell cycle using previously identified S-phase and G2/M-phase gene sets [45], ensuring that the observed gene expression changes reflected biological differences beyond cell cycle variations. Next, we overlaid the number of cells per lineage barcode onto the UMAP (Fig 4B–4D). This representation allowed us to clearly visualize and label clusters that belonged to either the highly proliferative or less proliferative state (Fig 4E). These newly labeled clusters continued to exhibit the expected trend with larger clones residing in the highly proliferative cluster even after removal of cell cycle effects (Fig 4F).

Upon comparing the gene expression of cells in the highly proliferative and less proliferative clones, we found significant differences in gene expression (Fig 4G and S2 Table), with cells from highly proliferative clones having a higher expression of *MKI67*, as expected. We also found that cells from highly proliferative clones had higher expression of multiple WNT pathway genes, including *SFRP1*, *DKK1*, *EIF6*, and *PSMA7*, and PI3K pathway genes, including *FOXM1*, *AXL*, and *SNX5* (Fig 4H). Intriguingly, a previous study showed that *DKK1* and *FOXM1* can form a positive feedback loop that promotes cell growth in esophageal squamous cell carcinoma and pancreatic cancer [46]. We found this same co-expression pattern in cells from the highly proliferative clones, which might suggest that a similar feedback loop could be maintaining the proliferative state in these cells.

While scRNA-seq showed expression of PI3K pathway genes in the highly proliferative clones, we next wanted to test whether inhibiting PI3K would affect the growth of these clones. We sparsely plated the EPC2-hTERT cells as in other experiments and treated them with PI3K inhibitor, GDC-0941, for 8 days. This treatment led to a noticeable decrease in the number of cells in each clone, supporting that PI3K activity is needed for growth in these clones (S7A Fig). However, since both clone types are inhibited by the PI3K inhibitor in this experiment, the differential PI3K activity between the highly and less proliferative remains to be experimentally validated.

Our scRNA-seq data also pointed to DKK1 as upregulated in the highly proliferative clones. To functionally test whether secreted DKK1 affects growth, we treated cells with varying concentrations of recombinant human DKK1. We found no significant differences across the tested concentrations (S7B Fig). To further explore the potential role of DKK1 in clonal growth, we created a DKK1 knock-out (KO) cell line and found that this knockout increased the percentage of highly proliferative clones when compared to the *Rosa26* control (S7C–S7E Fig), although it did not make every clone grow exponentially. We thus reasoned that DKK1 might shift the balance in the states regulating the highly proliferative and less proliferative clones. Together, we found that both inhibiting PI3K activity and knocking out DKK1 can modulate the proliferative phenotypes that underlie these clonal growth behaviors.

### The less proliferative clones express KRT14, a marker of quiescent basal cells in the esophagus

We next examined the transcriptional signatures of the less proliferative clones and found that they expressed higher levels of *KRT14*, *DST and COL17A1* (Fig 5A), markers indicative of quiescence in the human esophagus [47–50]. We thus investigated whether KRT14 was marking the non-proliferative subset of cells in the less proliferative clones, specifically those that appear flat and elongated. We grew clones at low density for 8 days in 6-well plates, and performed immunofluorescence to stain for KRT14 and Ki-67. The highly proliferative clones showed a significant presence of Ki-67 and a minimal expression of KRT14 (see Fig 5B, top). Meanwhile, the less proliferative clones showed the opposite trend—low Ki-67 expression accompanied by a relative increase in KRT14 levels (Fig 5B, bottom). We compared the distribution of these markers in cells from the largest clone with cells from the three smallest clones in this experiment (Fig 5C). Consistent with our EPC2-hTERT scRNA-seq data, we found much higher KRT14 expression in cells derived from the smallest clones (S6D and S6E Fig). Furthermore, we noticed that the cells which appeared elongated and flattened consistently demonstrated a higher abundance of KRT14. The presence of high KRT14 in some cells of the highly proliferative clone, though less frequent, could suggest that these cells have transitioned towards a less proliferative state. These findings support our model in which the less proliferative clones consist of a quiescent subset of cells that are marked by KRT14 expression and an elongated morphology.

**Fig 5:**
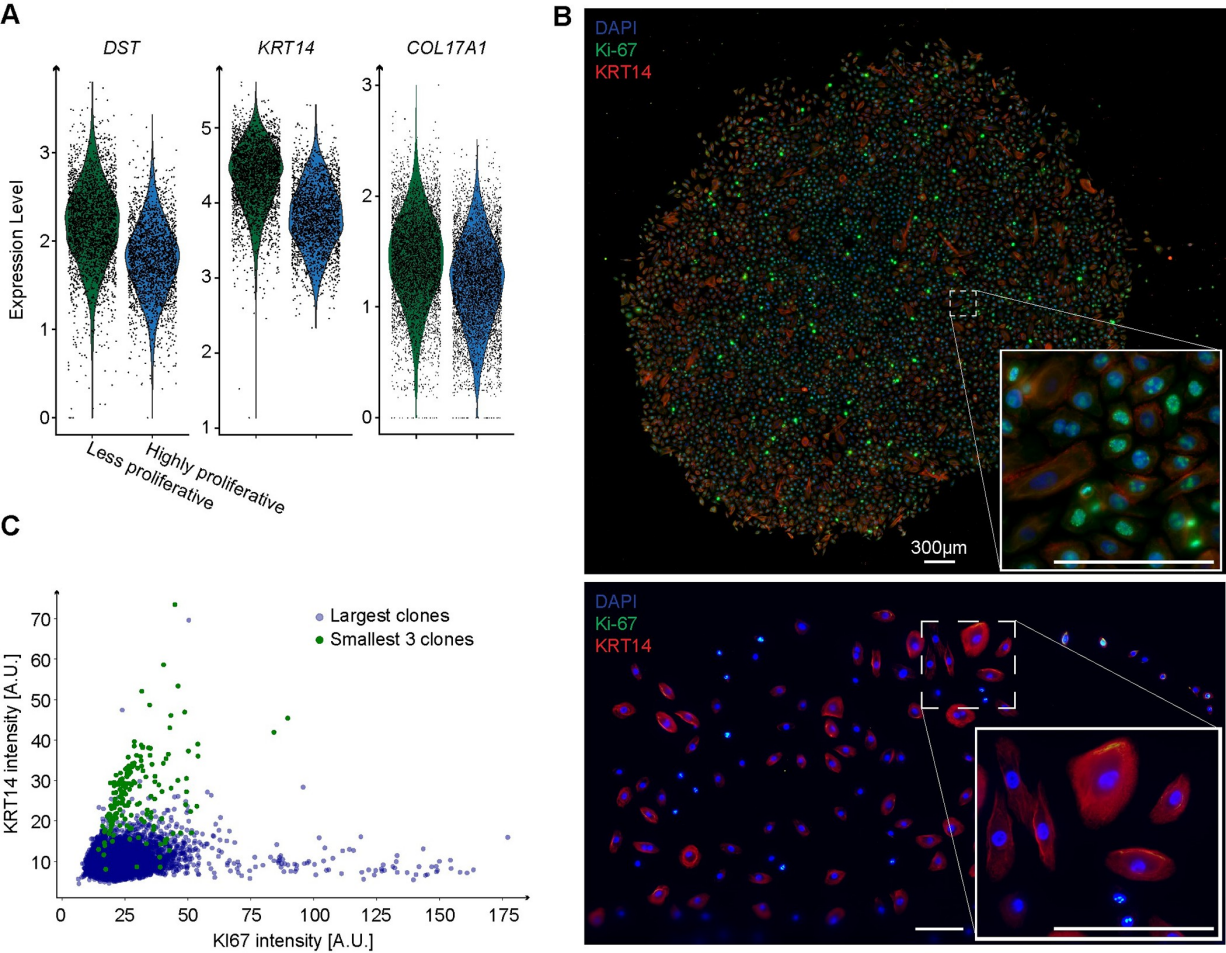
KRT14 expression is enriched in less proliferative clones and marks large flat cells. (**A**) Violin plot showcasing the distribution of expression levels for DST, KRT14 and COL17A1 which are basal quiescent markers of the esophageal epithelia. The data is derived from EPC2-hTERT scRNA-seq. (**B**) Representative image captured on day 11 showing a large clone at the top and small clone at the bottom, stained for Ki-67 (proliferation marker) and KRT14 (keratin 14, an epithelial quiescent marker). All scale bars represent 300μm. (**C**) Scatter plot of Ki-67 and KRT14 intensities on the x-axis and y-axis, respectively, comparing the largest clone with three of the smallest clones (n = 2 technical replicates).

### A rare subset of cells with a highly proliferative transcriptional signature was found in the human esophageal epithelium

We next wondered whether the gene expression signatures derived from the EPC2-hTERT cell line model are enriched in a particular compartment of cells within the healthy human esophagus. 

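Biopsies of squamous esophagus from 5 donors were dissociated with enzymes into single cells and sequenced as 6 libraries, with 2 biopsies from donor 3 and 1 from each other donor. The libraries were made with a 10x Genomics droplet kit that reads the 3' ends of transcripts and tags each captured RNA molecule with a unique molecular identifier (UMI). The deposited values are raw UMI counts per gene in each cell barcode, and the authors' processing notes name Cell Ranger, STARsolo and the genome build GRCh38. Versions of these tools for the biopsies and the rule by which barcodes were called cells are not given in the sources used here; the versions in the paper's methods are stated for its cell line data. Donor 1 had 11708 barcodes with 155244584 UMIs in all, and donor 2 had 8151 barcodes with 181321325 UMIs. Biopsy 1 of donor 3 had 10385 barcodes with 115086199 UMIs and biopsy 2 had 10945 barcodes with 157935998 UMIs. Donor 4 had 7125 barcodes with 73563215 UMIs, and donor 5 had 4057 barcodes with 56746084 UMIs. Cells with at least 500 genes and at most 20% mitochondrial UMIs were kept, which left 35699 of the 52371 barcodes. The automatic threshold of the doublet caller Scrublet marked 45 cells, so up to 6% of the cells of each library, those with the highest Scrublet scores, were removed (2030 cells). The 33669 remaining cells had a median of 12503 UMIs and 2545 genes, with library medians from 9055 UMIs (donor 3, biopsy 1) to 24603.5 UMIs (donor 2). Cells were clustered by their 2000 most variable genes, and clusters were named from marker genes of the esophageal layers and of other cell types. The squamous cells were integrated by library with Harmony, a step added after clusters of single donors had been seen without it, and the score limits for naming a cluster were also set after the clusters had been seen. Raw counts were then summed per donor and class, with the 2 biopsies of donor 3 together, and tested with edgeR's quasi-likelihood test with donor as a block, so that donors and not cells were the replicates. These sums held 76 to 4691 cells and 522028 to 86596225 UMIs, and 17236 genes were tested. The classes were drawn from the same counts, so the p-values of genes can come out too small. They are no independent evidence that genes differ between the classes or that the classes exist.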

We collated and analyzed four published scRNA-seq datasets of healthy human esophageal epithelium [51–54]. 

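The squamous cells of the 5 donors separated by genes of the esophageal layers. Basal-like cells had the highest levels of COL17A1, a collagen of the hemidesmosomes that anchor the epithelium, with 165 ± 64.3 CPM (UMI counts scaled to library totals adjusted by TMM factors, SD, n = 5 donors) against 1.65 ± 1.25 in suprabasal-like cells. The chemokine gene CXCL14 and the glutamate transporter gene SLC1A3, which were not used to name any class but lead the basal-like cluster, were higher in basal-like than in suprabasal-like cells by a log2 fold change of 5.51 (SE 0.45, adjusted p = 3.0e-09 from edgeR) and 4.77 (SE 0.30, adjusted p = 1.3e-10), in 5 of 5 donors each. The differentiation keratin KRT1 was lower in basal-like cells, with a log2 fold change of -5.23 (SE 0.40, adjusted p = 1.1e-09), and the suprabasal gene SBSN with -4.73 (SE 0.40, adjusted p = 5.2e-09). In all, 3211 genes were higher and 3606 were lower in basal-like than in suprabasal-like cells. DESeq2, an alternative to edgeR run on the same counts, turned this balance, with 4046 higher and 3202 lower. With edgeR it also turned with doublets kept (3017 higher and 2968 lower) and when clustered without signature and cell cycle genes (2600 and 2387). The same held with each library clustered on its own (1724 and 1700) and without replicate 4 (donor 4, 2466 and 2449). Under the other alternatives more genes were lower.
Of 12 hemidesmosome genes, 10 were higher in basal-like than in suprabasal-like cells and none was lower (10 higher when adjusted over the list alone), and the list passed limma's camera test (adjusted p = 2.4e-09, and adjusted p = 0.0115 with an estimated correlation). Of 12 genes of desmosomes, the junctions between neighbouring keratinocytes, 9 were lower in basal-like cells and 2 were higher (9 and 2 when adjusted over the list alone, camera adjusted p = 1.9e-05, and adjusted p = 0.0599 with an estimated correlation). DSC2 and DSG1 were among the lower genes, at log2 fold changes of -3.46 and -3.54, while PKP2 and DSG2 were the higher ones, at 1.75 and 0.68. All 19 genes of the cornified envelope, the protein shell of the outermost cells, were lower in basal-like than in suprabasal-like cells (19 when adjusted over the list alone, camera adjusted p = 8.0e-12, and adjusted p = 0.105 with an estimated correlation).
Between superficial-like and basal-like cells, 5922 genes were higher and 6963 lower in the superficial-like cells. FLG, which encodes the keratin-binding protein filaggrin, was at 9367 ± 5090 CPM in superficial-like and 10.9 ± 9.19 CPM in basal-like cells (SD, n = 5 donors), and CRCT1 at 62430 ± 20500 CPM against 91.1 ± 45.2 CPM. All 19 cornified envelope genes were higher in superficial-like cells (19 when adjusted over the list alone, camera adjusted p = 3.5e-13, and adjusted p = 0.275 with an estimated correlation). Of 10 antimicrobial genes tested, 9 were higher and none was lower (9 when adjusted over the list alone, camera adjusted p = 9.9e-06, and adjusted p = 0.209 with an estimated correlation), among them LCN2, which encodes an iron-sequestering protein, at a log2 fold change of 9.37 and the ribonuclease gene RNASE7 at 9.63. All 7 metallothionein genes, which encode metal-binding proteins, were higher (7 when adjusted over the list alone, camera adjusted p = 0.0082, and adjusted p = 0.388 with an estimated correlation), from MT1X at 2.01 to MT1H at 7.82. A superficial-like cluster of 595 cells, 53.9% of them from donor 1, was led by metallothionein genes such as MT1G and MT2A. MT1G varied widely between donors, at 2328 ± 3010 CPM in superficial-like cells (SD, n = 5 donors). How much of the rise that cluster carries was not tested. Hemidesmosome genes went the other way, with 9 of 12 lower and 2 higher in superficial-like cells (9 and 2 when adjusted over the list alone, camera adjusted p = 0.00526, and adjusted p = 0.275 with an estimated correlation). The higher ones were PLEC at 1.91 and ITGB1 at 2.28. Fold changes between superficial-like and basal-like cells rest on the TMM factors. These ran from 0.298 to 0.497 in superficial-like and from 1.69 to 2.11 in basal-like sums. Whether the smaller changes, such as those of MT1X, PLEC and ITGB1, hold without the factors was not tested.
Of these genes, COL17A1, DSC2, FLG and RNASE7, together with 5 of the hemidesmosome, 7 of the desmosome, 7 of the cornified envelope and 1 of the metallothionein genes, had served to name classes and are not independent evidence there. The other genes are not fully independent either, since the clusters were drawn from the same counts. With at most 10% mitochondrial UMIs per cell, 1102 genes were higher and 1650 lower in basal-like than in suprabasal-like cells, and with each library clustered on its own 1724 and 1700. The first of these settings left 4574 genes higher and 4413 lower in superficial-like than in basal-like cells. It also left fewer donors for basal-like cells, so the effect of the limit was not separated from that of fewer donors. Basal-like cells had a median of 14.3% mitochondrial UMIs, against 11% in suprabasal-like and 3.99% in superficial-like cells.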

After quality control filtering, we independently clustered and labeled each dataset based on known cell type markers: basal *(DST*, *KRT15*), suprabasal dividing (*MKI67*, *TOP2A*), suprabasal non-dividing (*DSC2*, *DSP*), intermediate (*SERPINB3*, *PADI1*, *TGM3*), and superficial (*MT1G*, *RNASE7*, *KRT16*) (Fig 6A) [51–53]. 

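Most of the sequenced cells were squamous, and the shares of the squamous classes among the recovered cells differed widely between donors. Basal-like cells made up 3.8% ± 1.22 of the squamous cells (mean and SD, n = 5 donors), suprabasal dividing-like cells 9.42% ± 6.25, suprabasal-like cells 25.8% ± 13.1, intermediate-like cells 8.52% ± 3.34 and superficial-like cells 33.2% ± 22.6. The share of dividing-like cells ranged from 2.9% in donor 1 to 19.8% in donor 2, and that of superficial-like cells from 8.48% in donor 2 to 68.8% in donor 1. These classes held 1126, 2792, 7460, 2265 and 10289 cells, in that order. Basal-like cells were a single cluster led by DST, CXCL14 and SLC1A3, and dividing-like cells were 2 clusters, 1 led by histone genes such as HIST1H4C and 1 by the mitotic genes CENPF and ASPM. The intermediate-like class was also a single cluster, while suprabasal-like and superficial-like cells were spread over several.
The biopsies also held T or NK-like cells (882 cells), endothelium-like cells (461), mast cell-like cells (362) and myeloid-like cells (227). A cluster of 86 cells was led by genes of fibroblasts (DCN, COL3A1) and of mural cells of vessels (RGS5), and is given no name here. A further 7719 squamous cells lay in clusters that met the rules for no class, 11% of the squamous cells in donor 1, 20.4% in donor 2, 38.1% in donor 3, 11.5% in donor 4 and 15.4% in donor 5. Among them, a cluster of 330 cells, 70.9% of them from biopsy 2 of donor 3, carried superficial and dividing markers together, and a cluster of 724 cells with a median of 1572 UMIs was led by histone genes. Shares of cells depend on how well each layer came off during dissociation, which was not measured, and no test was made between donors. The largest superficial-like cluster, of 3403 cells, had 1 intermediate marker (PADI1) and no superficial marker among its 10 leading genes, and a suprabasal-like cluster of 2258 cells had the intermediate marker SERPINB4 and no suprabasal marker there, which the naming rule allowed. With stricter naming of clusters, an alternative chosen after seeing the data, both stayed unnamed: in the share of squamous cells in each class, superficial-like cells then made up 21.9% ± 13.1, and in the share of squamous cells in each class, suprabasal-like cells 16.9% ± 9.19. The share of squamous cells in each class, basal-like cells among them, was also found under other settings, and basal-like cells made up 9.13% at resolution 1.5 and 1.06% with at most 10% mitochondrial UMIs.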

We then merged the labeled datasets of each sample, 62,216 cells across 24 patients, and batch-corrected the combined data (S8A and S8B Fig).

**Fig 6:**
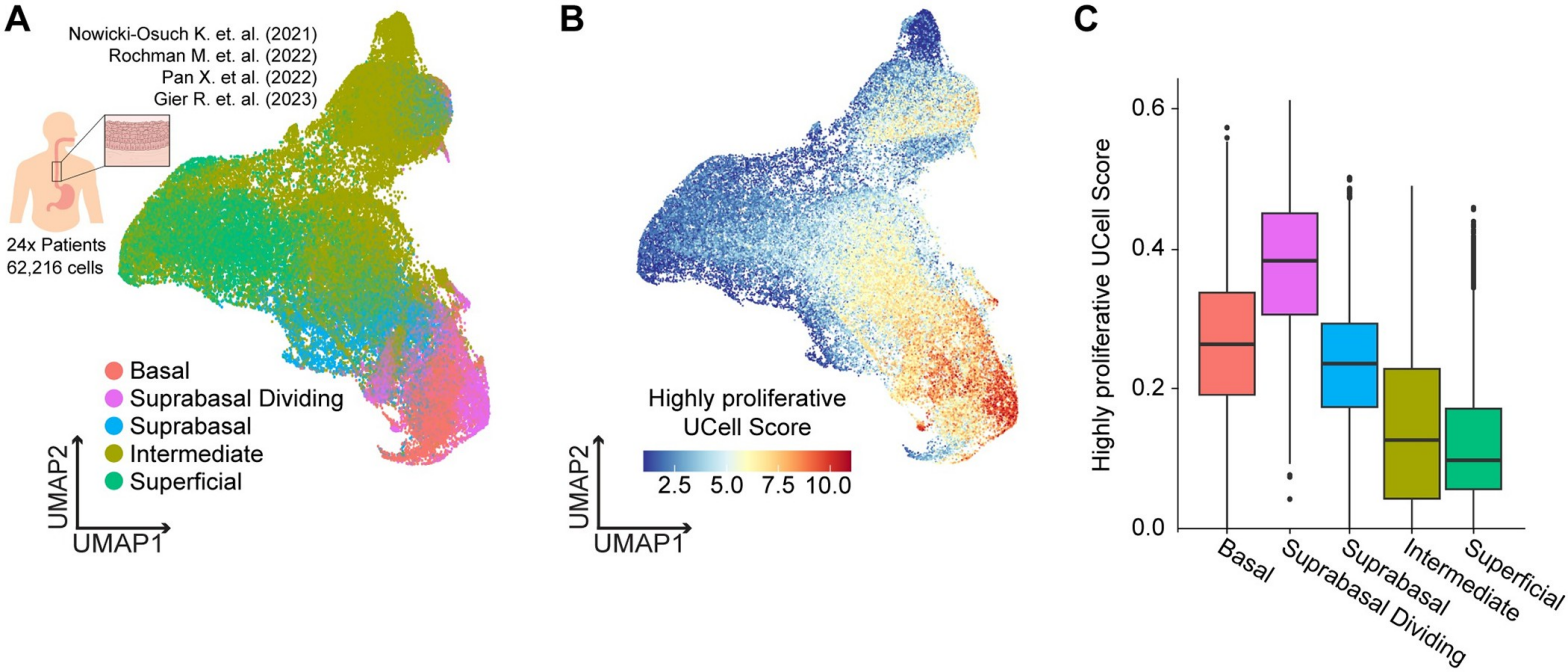
The highly proliferative clone signature shows the highest enriched in the suprabasal dividing compartment of the human esophagus. (**A**) UMAP plot of merged 24 patients and 62,216 cells clustered by tissue-specific cell types. (**B**) UMAP plot illustrating merged patient scRNA-seq data, with each cell color-coded based on the highly proliferative gene set signature derived from EPC2-hTERT cells. (**C**) Box plot of the highly proliferative signature grouped by different tissue-specific cell types.

To test whether these compartments express the genes in our highly proliferative clones, we created a highly proliferative cell score based on nine genes that were selected as differentially expressed between the highly and less proliferative clones using a cut-off of log2 fold change greater than 0.5 and adjusted p-value of less than 0.05. 

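Most of the signature genes were higher in suprabasal dividing-like cells of the tissue than in the mean of the other squamous classes, though not all of them peaked there. The S2 Table gives 26 entries past these thresholds, of which 25 carry a gene name, and those 25 genes were used. In dividing-like cells against the mean of the other 4 squamous classes, 19 of the 25 were higher, none was lower and 6 did not pass edgeR's test (19 higher and 1 lower when adjusted over the list alone, camera adjusted p = 4.6e-08, and adjusted p = 0.14 with an estimated correlation). This mean was taken over log2 levels, so a gene can be higher in this test and still lie below a class, as FST does. By mean CPM over donors, 15 genes were highest in dividing-like cells, 4 in suprabasal-like, 3 in basal-like and 3 in superficial-like cells. This ranking depends on the scaling: with CPM without TMM factors, an alternative chosen after seeing the data, the numbers were 19, 1, 4 and 1. Coordinates are those of GENCODE 44 on GRCh38.
The mitotic gene CDC20 (chromosome 1, 43358981 to 43363203) had the largest change of the 25, a log2 fold change of 6.15 (SE 0.27, adjusted p = 9.1e-15 from edgeR), with 72 ± 17.7 CPM in dividing-like and 3.4 ± 2.34 CPM in basal-like cells (SD, n = 5 donors). TPX2, a spindle assembly factor (chromosome 20, 31739271 to 31801805), had 5.62 (SE 0.19, adjusted p = 2.6e-16) and was at 123 ± 17.1 against 7.43 ± 4.26 CPM. CENPF, CCNB1, STMN1, TUBA1B and the replication clamp gene PCNA ranged from 5.74 down to 2.57. MKI67 reached 5.79, but it had served to name the class.
Of the 25 genes, 9 are genes of proliferation. Among the other 16 genes, RANBP1, a regulator of the Ran GTPase of nuclear transport (chromosome 22, 20115938 to 20127355), had a log2 fold change of 2.63 (SE 0.26, adjusted p = 2.2e-08). NCL, which encodes the nucleolar protein nucleolin (chromosome 2, 231453531 to 231483641), was at 452 ± 88.5 CPM in dividing-like, 274 ± 60.4 CPM in basal-like and 35.9 ± 34.4 CPM in superficial-like cells, with 2.41 (SE 0.28, adjusted p = 1.8e-07). NOP56, a core protein of the particles that modify ribosomal RNA (chromosome 20, 2652593 to 2658393), had 2.21 (SE 0.24, adjusted p = 1.0e-07), and the chromatin protein gene HMGB1 (chromosome 13, 30456704 to 30617597) had 1.98 (SE 0.13, adjusted p = 2.8e-11). SFRP1, a secreted WNT modulator (chromosome 8, 41261962 to 41309473), had 1.64 (SE 0.27, adjusted p = 2.3e-05), at 12.3 ± 8.72 CPM in dividing-like and 11.5 ± 8.51 CPM in basal-like cells. FST, which encodes the activin-binding protein follistatin (chromosome 5, 53480626 to 53487134), had 1.33 (SE 0.31, adjusted p = 0.000794), yet its level in basal-like cells, 16.2 ± 6.03 CPM, was above the 3.37 ± 2.19 CPM of dividing-like cells. TUBB4B, one of the 9, passed the test and was at 415 ± 147 CPM in superficial-like and 267 ± 57.6 CPM in dividing-like cells, an order that turned without TMM factors (152 ± 50.6 and 446 ± 105 CPM). PSMA7, a proteasome subunit, had 0.73 (SE 0.16, adjusted p = 0.000417), a call lost when cells were clustered without Harmony (0.18, adjusted p = 0.264, the highest of the alternatives, the lowest being 6.8e-06).
CALR, EIF6, ADRM1, CPNE1, THBS1 and KRT18 did not pass the test, with log2 fold changes of 0.04, 0.02, -0.04, -0.06, -0.58 and -0.69. KRT18, a keratin of simple epithelia, was lower in 5 of 5 donors and had an adjusted p of 0.0567 over all genes. The fold changes of these genes rest on the TMM factors, without which the test was not run. Without the factors KRT18 was at 87.9 ± 15.4 CPM in dividing-like and 77.1 ± 31.1 CPM in basal-like cells. It was then at 60.15 ± 11.9 CPM in suprabasal-like, 70.5 ± 45.4 CPM in intermediate-like and 112 ± 87.7 CPM in superficial-like cells. CALR and ADRM1 were highest in dividing-like cells on that scale. Without Harmony, KRT18, EIF6 and ADRM1 passed the test as lower (adjusted p = 0.000167, 0.000494 and 0.0149, the lowest of the alternatives, the highest being 0.144, 0.996 and 0.956), KRT18 also under others, and THBS1 did without replicate 5 (donor 5, adjusted p = 0.037, the lowest, the highest being 0.763). RPS21, counted as higher, lost its call when cells were clustered without signature and cell cycle genes (adjusted p = 0.166, the highest of the alternatives, the lowest being 0.000145), with each library clustered on its own (0.0517) and with no replicate block (0.0709). CPM of TUBA1B, TUBB4B, HMGB1, RPS21 and RPL22L1 carry some doubt, because close paralogs or pseudogenes can share their reads.

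**Figure D1:**
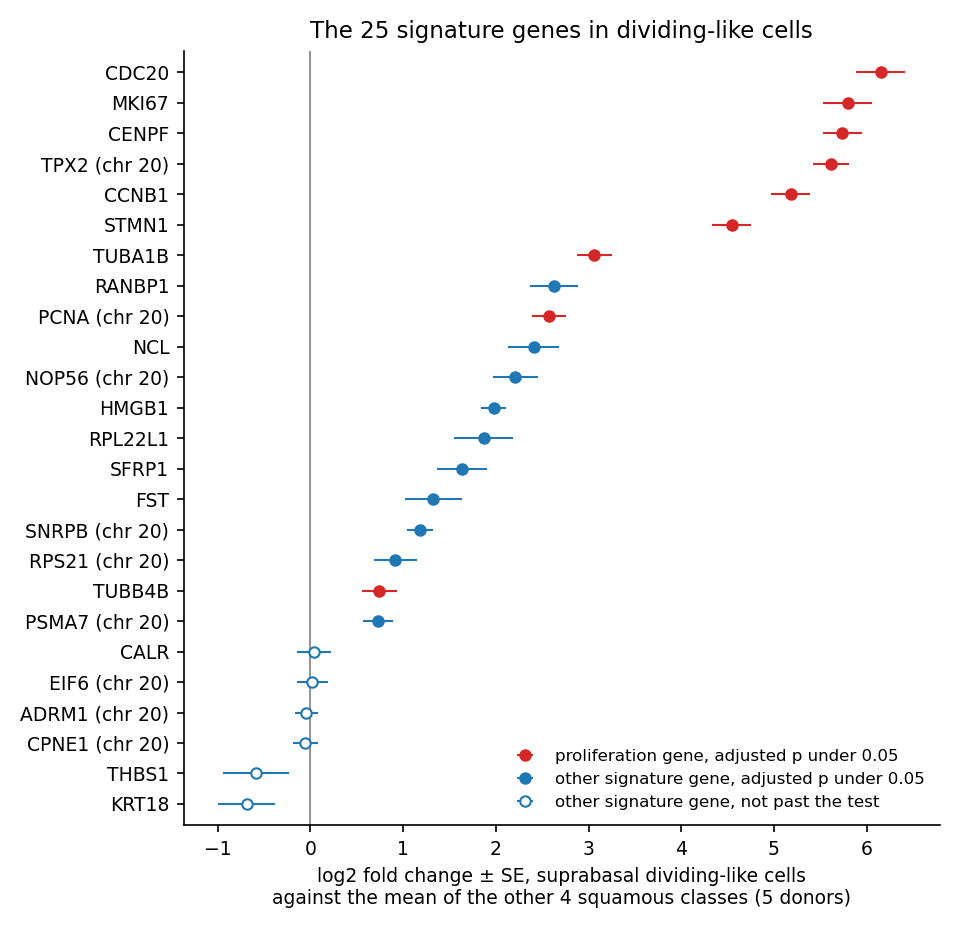
Log2 fold change with its standard error for each of the 25 signature genes, in suprabasal dividing-like cells against the mean of the other 4 squamous classes (edgeR, 5 donors). Red points are the 9 proliferation genes and blue points the other 16, open points did not pass the test, and genes on chromosome 20 are marked; CDC20 lies at 6.15 and KRT18 at -0.69.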

We then calculated the activity for this gene set for every cell in the combined scRNA-seq dataset (Fig 6B) and split the cells by their predicted esophageal epithelial layer. 

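In every donor, suprabasal dividing-like cells had the highest mean score for the 25 signature genes. With each cell thinned to 2000 UMIs, the score was 0.276 ± 0.0092 in dividing-like cells (mean and SD, n = 5 donors), 0.146 ± 0.019 in basal-like, 0.128 ± 0.0113 in suprabasal-like, 0.0556 ± 0.0256 in intermediate-like and 0.0475 ± 0.0184 in superficial-like cells. The difference from basal-like cells was 0.13 ± 0.0124 and lay between 0.112 and 0.142 in single donors. Differences from suprabasal-like, intermediate-like and superficial-like cells were 0.147, 0.22 and 0.228. Each was positive in 5 of 5 donors, with an exact two-sided sign-flip permutation p of 0.063 (0.063 after adjustment over the 4 comparisons), the smallest p that 5 donors allow. The score is a rank score after UCell with a maximum rank of 1500, 1 where the signature genes fill the top ranks of a cell and 0 where none is within that rank.
Thinning put all cells on 1 number of UMIs, since the median was 23371.5 UMIs in dividing-like and 12199 UMIs in basal-like cells. It left out 88 dividing-like, 52 basal-like, 267 suprabasal-like, 283 intermediate-like and 787 superficial-like cells under 2000 UMIs. Genes per cell were not matched: their means after thinning were 1117 in dividing-like, 1061 in basal-like and 963 in suprabasal-like cells. They were 776 in intermediate-like and 632 in superficial-like cells, and any effect of this on the rank score was not tested. In unthinned cells the scores were 0.424 in dividing-like, 0.185 in basal-like, 0.198 in suprabasal-like, 0.0791 in intermediate-like and 0.0708 in superficial-like cells. MKI67 is both a signature gene and a marker that named the dividing class, so this score is not fully independent of the naming.

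**Figure D2:**
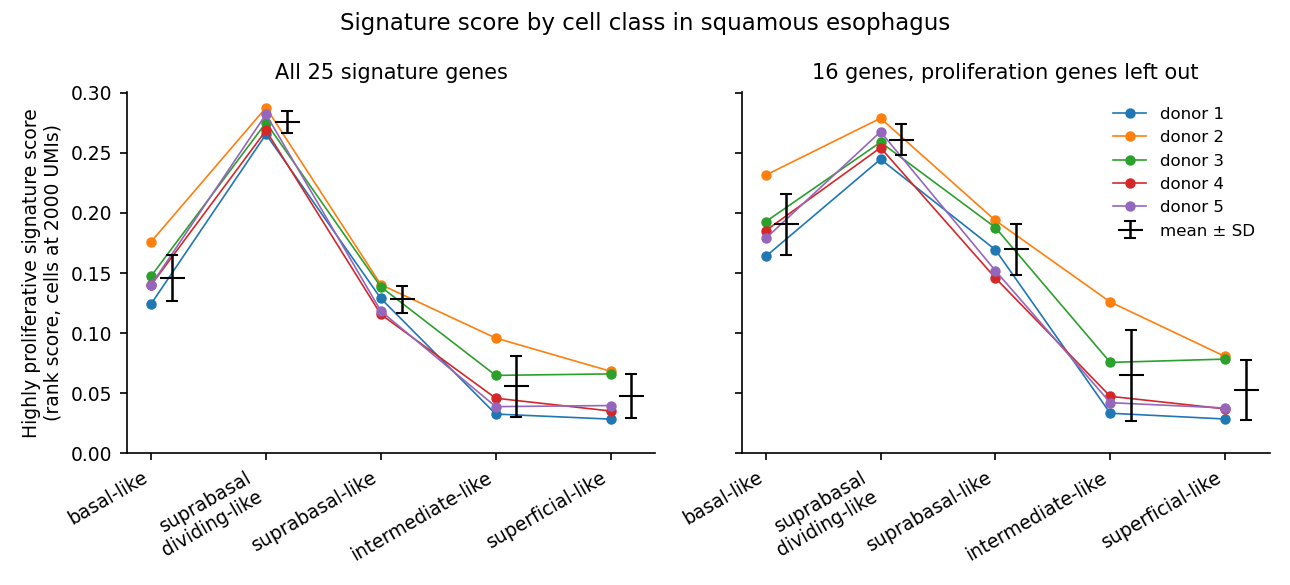
Mean signature score per donor (colored lines) in 5 squamous classes, with all cells thinned to 2000 UMIs, for all 25 signature genes and for the 16 left without proliferation genes. Black bars give the mean and SD over 5 donors; the 25-gene score is highest in dividing-like cells in each donor, at 0.276 on average.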

We found that the highly proliferative signature is most strongly expressed in the suprabasal proliferative cells (Fig 6C). 

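Among the named squamous classes, cells with transcripts of the proliferation genes MKI67 or TOP2A were concentrated in the dividing-like class. At 2000 UMIs per cell, 58.7% ± 5.11 of dividing-like cells carried at least 1 UMI of MKI67 or TOP2A (mean and SD, n = 5 donors; range 54.3% to 65.5%), against 7.12% ± 4.67 of basal-like cells (range 1.25% to 11.6%). In suprabasal-like, intermediate-like and superficial-like cells the shares were 1.95% ± 0.647, 0.471% ± 0.52 and 1.09% ± 1.08. Donor 3 was the highest in each, at 2.83%, 1.26% and 2.95%, against at most 2.19%, 0.548% and 1.03% in the other donors. The means of intermediate-like and superficial-like cells thus lean on donor 3. Both genes named the dividing-like class, so its own share is not independent evidence. Free RNA in the droplets sets a background, seen in other cell types, although some of those cells can divide themselves. T or NK-like cells were at 2.33% ± 1.55 (range 0% to 4.02%, median depth before thinning 2587 UMIs). Mast cell-like cells were at 1.57% (3 donors, at 0%, 0.926% and 3.8%, 3686 UMIs). Endothelium-like cells were at 3.78% (3 donors, range 1.54% to 5.26%, 7752 UMIs). Myeloid-like cells were at 6.93% (4 donors, range 5.71% to 9.52%, 7928 UMIs). By mean, the share in basal-like cells was near that of myeloid-like cells and above those of the other 3 types. Its range over donors overlaps all of theirs, so these types do not decide whether it is expression. Intermediate-like and superficial-like cells had like median depths (11832 and 11556 UMIs, against 12199 in basal-like cells). The basal-like share was above both of theirs in each donor. In donor 4 it was below the suprabasal-like share (1.26% and 1.83%). MKI67 was higher in basal-like than in suprabasal-like cells by a log2 fold change of 1.71 (SE 0.41, adjusted p = 0.0019 from edgeR). These values argue against a background common to all squamous cells as the whole cause. Without thinning the shares were 19.2% in basal-like, 91.1% in dividing-like, 10.8% in suprabasal-like, 2.53% in intermediate-like and 3.88% in superficial-like cells. Squamous cells left unnamed also held such cells, from 3.26% in donor 4 to 8.58% in donor 3 at 2000 UMIs per cell. In donor 3 this was 8.58% of 3755 unnamed cells (28.1% without thinning), against 62.7% of 1081 dividing-like cells.
Genes of DNA replication and mitosis rose together in dividing-like cells. Against the mean of the other 4 squamous classes, 41 of 42 S phase genes and 52 of 54 G2/M genes were higher and none was lower (41 and 52 when adjusted over the list alone, camera adjusted p = 5.4e-21 and 1.4e-33). With an estimated correlation both lists still passed, at adjusted p = 0.0346 and 0.0315. All 17 genes that license and start replication origins were higher (17 when adjusted over the list alone, camera adjusted p = 1.6e-11, and adjusted p = 0.0346 with an estimated correlation), among them MCM10 at a log2 fold change of 4.22 and GINS4 at 4.36. TYMS and RRM2 of the S phase list and 6 genes of the G2/M list, MKI67 and TOP2A among them, had named the class. Basal-like cells held more replication transcripts than suprabasal-like cells: 16 of the 17 licensing genes were higher and none was lower (16 when adjusted over the list alone, camera adjusted p = 1.1e-07, and adjusted p = 0.0702 with an estimated correlation), with CDT1 at 3.32 and CDC45 at 2.58. Of the S phase genes 31 of 42 were higher in basal-like cells and 2 lower (32 and 3 when adjusted over the list alone, camera adjusted p = 1.6e-09, and adjusted p = 0.107 with an estimated correlation). Of the G2/M genes 24 of 54 were higher and 5 lower (25 and 5 when adjusted over the list alone, camera adjusted p = 0.00113, and adjusted p = 0.456 with an estimated correlation).
The basal keratin KRT15 was at 4343 ± 723 CPM in basal-like, 1985 ± 386 CPM in dividing-like and 549.6 ± 238 CPM in suprabasal-like cells (SD, n = 5 donors). DST, a hemidesmosome linker, was at 619 ± 133, 133 ± 70.8 and 19.6 ± 7.07 CPM, and KRT13, a keratin of differentiating esophageal cells, ran the other way at 3532 ± 1620, 11910 ± 3650 and 44430 ± 12900 CPM. By mean CPM, dividing-like cells lay between basal-like and suprabasal-like cells for all 8 basal markers, 5 of 6 suprabasal, 5 of 7 intermediate and 2 of 8 superficial markers (1 of 8 with CPM without TMM factors), a tally made after seeing the data and without a test. They lay above both for DSC3 and below both for the other 6 superficial markers and for PADI1 and TGM3, with TGM3 at 48 ± 37.2 CPM in basal-like, 31.5 ± 19.3 CPM in dividing-like and 377 ± 344 CPM in suprabasal-like cells. These markers had named the classes, and position in the tissue was not measured.

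**Figure D3:**
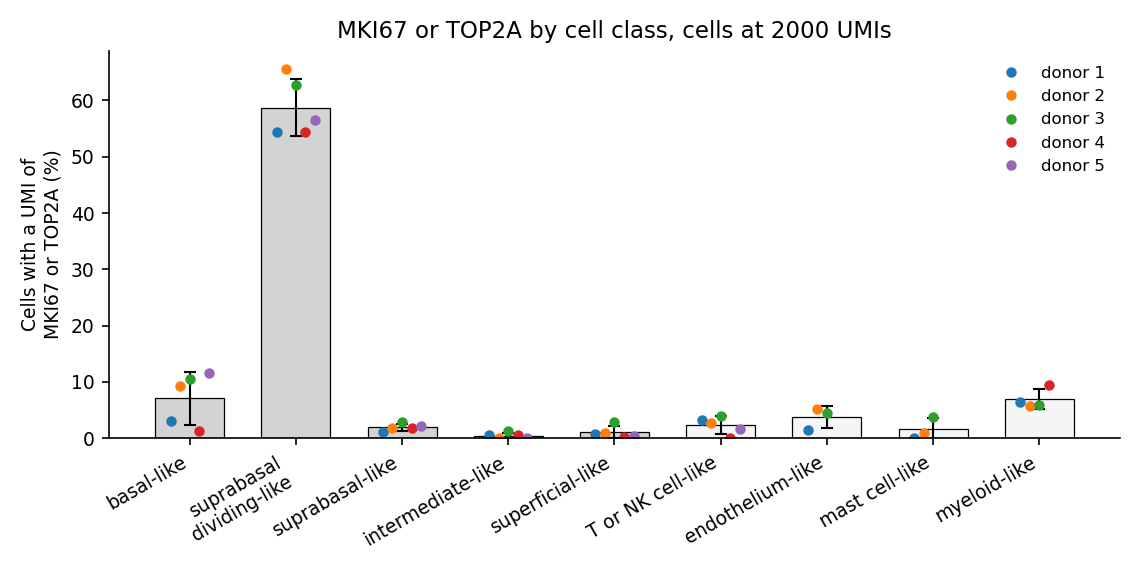
Percent of cells with at least 1 UMI of MKI67 or TOP2A in 5 squamous classes and 4 other cell types, with all cells thinned to 2000 UMIs. Unnamed squamous cells are not shown. Bars are means over donors with at least 20 such cells, error bars SDs and points donors; dividing-like cells lie between 54.3% and 65.5%.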

In the human esophagus, these cells sit directly above the basal cells and consist of the most proliferative subset of the epithelial tissue (S8C–S8D Fig) [9,48]. 

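The 25 genes of the S2 Table include 9 genes of proliferation: TPX2, MKI67, CDC20, CENPF, PCNA and TUBB4B, which are in Seurat's cell cycle lists, and CCNB1, STMN1 and TUBA1B. The remaining 16 genes alone also scored highest in suprabasal dividing-like cells in each of the 5 donors. Their score at 2000 UMIs per cell was 0.261 ± 0.013 in dividing-like (mean and SD, n = 5 donors), 0.19 ± 0.0253 in basal-like, 0.17 ± 0.0212 in suprabasal-like, 0.0649 ± 0.0376 in intermediate-like and 0.0524 ± 0.025 in superficial-like cells. Dividing-like cells exceeded basal-like cells by 0.0704 ± 0.0158, with donors between 0.0473 and 0.0887, and suprabasal-like cells by 0.0911 ± 0.0199, in 5 of 5 donors each (exact two-sided sign-flip permutation p = 0.063, the smallest possible, and 0.063 after adjustment). Among 10000 random lists of 16 genes matched on abundance, the difference from basal-like cells lay at percentile 99.99, with a random median of 0.0075 and 95% of lists between -0.018 and 0.0368.
Gene by gene the shift was uneven. Of the 16 genes, 10 were higher in dividing-like cells than in the mean of the other 4 classes and none was lower (10 when adjusted over the list alone), while all 9 proliferation genes were higher (9 when adjusted over the list alone). The camera test gave an adjusted p of 0.0055 for the 16 genes and 6.4e-09 for the 9, and adjusted p = 0.293 and 0.0456 with an estimated correlation. By mean CPM, 7 of the 16 were highest in dividing-like cells (RANBP1, NCL, NOP56, HMGB1, RPL22L1, SFRP1 and SNRPB), 4 in suprabasal-like, 3 in basal-like and 2 in superficial-like cells. With CPM without TMM factors, 10 were highest in dividing-like cells, PSMA7, CALR and ADRM1 being added, 4 in basal-like, 1 in suprabasal-like and 1 in superficial-like cells. With only the 6 genes of Seurat's lists left out, 13 of 19 genes were higher and none was lower (13 and 1 when adjusted over the list alone, camera adjusted p = 8.9e-05, and adjusted p = 0.196 with an estimated correlation). The call for the 16 genes was lost when cells were clustered without Harmony (adjusted p = 0.147, the highest of the alternatives, the lowest being 3.5e-05), while the signature score without proliferation genes, dividing-like minus basal-like cells, was 0.0445 when clusters were drawn at resolution 1.5, 0.144 without thinning and 0.106 with only the 6 genes of Seurat's lists left out.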

Importantly, this signature was derived after cell cycle regression and does not contain markers of proliferation. Therefore, the enrichment for the highly proliferative clone signature in the suprabasal proliferative compartment highlights a potentially shared gene expression state between this in vitro model and the human esophagus.

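Suprabasal dividing-like cells also held more transcripts of most genes of ribosome biogenesis and fewer of genes of the differentiated surface. Against the mean of the other 4 squamous classes, 5615 genes were higher and 4961 lower in dividing-like cells. DESeq2 turned this balance, with 5423 higher and 5625 lower. Of 20 ribosome biogenesis genes, 18 were higher and 1 was lower (18 and 2 when adjusted over the list alone, camera adjusted p = 5.6e-06, and adjusted p = 0.196 with an estimated correlation). FBL, the methyltransferase of ribosomal RNA, had a log2 fold change of 2.20 (SE 0.20, adjusted p = 7.5e-09 from edgeR) and was at 102 ± 10.8 CPM in dividing-like, 78.9 ± 17.6 CPM in basal-like and 10 ± 7.27 CPM in superficial-like cells (SD, n = 5 donors); NOP58 had 2.13 (SE 0.28, adjusted p = 1.1e-06). GNL3, a nucleolar GTPase, was the lower gene, at -0.42 (SE 0.18, adjusted p = 0.0454), a change not tested without TMM factors. NCL and NOP56 stand in this list and in the signature.
Of 14 genes of the proteasome core, 12 were higher and none was lower (12 when adjusted over the list alone, camera adjusted p = 0.000676, and adjusted p = 0.348 with an estimated correlation), with PSMA4 at 1.34, and PSMA7 is also a signature gene. That list's call was lost when cells were clustered without Harmony (adjusted p = 0.395, the highest of the alternatives, the lowest being 2.8e-07).
Genes of the outer layers were lower. All 19 cornified envelope genes were lower in dividing-like cells (19 when adjusted over the list alone, camera adjusted p = 1.3e-17, and adjusted p = 0.0456 with an estimated correlation), and 8 of 10 antimicrobial genes were lower with 1 higher, DEFB1 (8 and 1 when adjusted over the list alone, camera adjusted p = 8.7e-06, and adjusted p = 0.0456 with an estimated correlation). CRNN, which encodes cornulin, had a log2 fold change of -5.17 (SE 0.43, adjusted p = 1.4e-09), and the surface mucin gene MUC21 had -5.32 (SE 0.47, adjusted p = 3.4e-09). Of 12 hemidesmosome genes, 8 were higher and 2 were lower, PLEC and ITGB1 (8 and 2 when adjusted over the list alone, camera adjusted p = 0.02, and adjusted p = 0.196 with an estimated correlation), a call lost with at most 10% mitochondrial UMIs (adjusted p = 0.0911, the highest of the alternatives, the lowest being 0.000948), when clustered without Harmony (0.062) and when clustered without signature and cell cycle genes (0.055). ITGA6, the integrin alpha 6 gene, had 2.59 (SE 0.18, adjusted p = 5.9e-11). CRNN had served to name the superficial-like class and ITGA6 the basal-like class.
From the high score of the signature in suprabasal proliferative cells, and from its statements that the cell cycle had been regressed out when the signature was derived and that the signature holds no markers of proliferation, the paper proposes that the cell line model and the human esophagus may share a state of gene expression.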

## Discussion

In this study, we find that single epithelial cell clones exhibit a wide range of growth potentials. Many clones either slow or halt their growth, but a notable subset grows substantially. Our mathematical models revealed that these growth dynamics can be characterized by exponential growth in the highly proliferative clones and the inclusion of a logistic growth rate for the less proliferative clones. Additionally, we found that this growth potential is heritable through cell division, yet can be modulated through altering cell density. Through analyzing gene expression differences in clones of different sizes, we identified the specific cellular states that are differentially activated in the highly proliferative clones. Ultimately, we identified a similar highly proliferative cellular state enriched within the proliferative suprabasal layer in the human esophagus scRNA-seq.

Although our study’s immortalized human esophageal cell line may not fully encapsulate the complexity seen in vivo, it may still capture key aspects of the human esophageal epithelium. In the human esophagus, progenitor cells proliferate to generate differentiated cells that sit above them within the tissue. Thus, it is conceivable that characteristics of our non-proliferative cells might be similar to in vivo differentiation. Similarly, other esophageal modeling studies have incorporated a differentiated cell state that is no longer able to grow [18,55–57]. While we do not explicitly assume that non-proliferation reflects differentiation, our central conclusion is the same that the less proliferative clones have the ability to generate cells that no longer grow, while the highly proliferative clones do not. Furthermore, the variability that we observe between clones could also be related to the differences seen in progenitor populations in the human esophagus. Specifically, the human esophageal epithelium contains two distinct progenitor populations. A slow cycling progenitor that plays a crucial role in responding to environmental insults [8,58] and maintaining genome stability [59,60]. The other progenitor driving proliferation, contributing to tissue growth and renewal [61–63].

This study adds to the expanding body of work on non-genetic cellular variability and cell fate. Here, we focus on the proliferative capacity of each clone, measured by imaging individual clone sizes after a growth period. We find that this growth fate is not encoded by genetic differences between cells and that both intrinsic and extrinsic factors can contribute to clonal growth fates. Using DNA barcoding technologies, we show that the cell states that mediate these growth behaviors are partially heritable through a limited number of cell divisions, similar to observations of memory in cancer drug resistance [27,30,38], immune cells [64], and differentiation [30,65,66]. While we describe the cell states associated with these phenotypic differences in epithelial progenitor cells, the mechanisms that encode the cellular state memory remain to be uncovered.

## Methods

### Cell lines and culture

Human esophageal epithelial cells (EPC2-hTERT) were a gift from A. Muir (Department of Pediatrics at Children’s Hospital of Philadelphia, USA). Integration of the hTERT gene into EPC2 cells is presumed to be heterogeneous in the cell line. Nonetheless, our experiments have consistently yielded a uniform distribution of clone sizes, this uniformity persists even in cultures initiated from a single clone. STR profiling was performed by the Penn Genomic Analysis Core. We cultured EPC2-hTERT in Keratinocyte SFM (KSFM) supplemented with 2.5 μg of human recombinant epidermal growth factor (rEGF), 25 mg of bovine pituitary extract (BPE) (Gibco, 17005042), 50 Units/mL penicillin, and 50μg/mL streptomycin. Cells were passaged at 80% confluency using TrypLE Express Enzyme (Gibco, 12604013) and neutralized with equal amounts of 0.5mg/mL soybean trypsin inhibitor (STI; Gibco, 17075029). Human embryonic kidney cells (HEK293T) were cultured in 10% DMEM (90% DMEM high glucose with GlutaMAX (Gibco, 10569010), 10% FBS (GE, SH30396.03), 50 Units/mL penicillin, and 50μg/mL streptomycin (Gibco, 15070063). They were passaged with 0.05% trypsin-EDTA (Gibco, 25300054). All cells were incubated at 37°C and 5% CO_2_. For all experiments reported in this manuscript, cell cultures were consistently used between passages 40 and 48 to ensure uniformity in cell behavior. A new vial of the cell line was thawed whenever the culture neared passage 48, maintaining consistency across experiments. Biological replicates were performed with different cultures of cells and on different dates. Technical replicates were derived from the same culture and on the same date.

### Single-cell clone isolation and subcloning

EPC2-hTERT cells were thawed and passaged twice before each experiment. To isolate single cells, we counted cells and diluted to a concentration yielding 0.5 cells per well when plated into a 96-well plate. After 8 hours of incubation, each well was examined under a microscope. Wells containing exactly one adherent cell were marked and tracked; wells with zero or multiple cells were excluded from further analysis. Cells were cultured for 14 days total with the media replaced every four days. After 14 days, the single-cell derived clones were classified based on their growth: highly proliferative clones were those that reached >90% confluency, while less proliferative clones were less confluent.

We subcloned a subset of the highly proliferative and less proliferative clones. For subcloning, we detached all cells in a single-well using TrypLE as described in “Cell lines and culture section”. We then diluted and replated these cells into a 96-well plate as single cells. This workflow allowed us to take all the cells from one clone and then redistribute them as single cells again. We performed this subcloning for seven highly proliferative clones (from 3 biological replicates with 3, 2, and 2 technical replicates in each) and three less proliferative clones (from 3 technical replicates).

### Multi-day clonal fixation experiment

We plated cells in six-well plates with 50 cells per well. Cells were grown for 2, 5, 8 or 11 days (Figs 1C and S3A) or 2, 4, 6, 8, 10 or 12 days (2 biological replicates with 6 technical replicates per day). Media was changed every 4 days. After the indicated time had passed, we fixed the cells by aspirating the media and washing twice with 1X Dulbecco’s phosphate buffered saline (DPBS; Corning, 21-031-CV), followed by a 10-minute treatment with 3.7% formaldehyde (Fisher, BP531-500) in PBS (Invitrogen, AM9625). The formaldehyde was aspirated, and the wells were washed twice with DPBS. We then added 2 mL of 2x saline-sodium citrate (SSC) to each well and stained with DAPI. Imaging of the wells was then performed using a 10× objective on a Nikon Eclipse Ti2 fluorescence microscope. Clones with one cell were filtered out of the final analysis.

### Cell and clonal counting

To evaluate cell counts post-fixation, we utilized Cellori, a nuclei counter which can be accessed at https://github.com/zjniu/Cellori/tree/main and DeepCellHelper (https://github.com/SydShafferLab/DeepCellHelper). To identify individual clones from the output of Cellori and DeepCellHelper, we developed a custom graphical user interface, ColonySelector, which can be found at https://github.com/SydShafferLab/ColonySelector. By circling individual clones in each well using ColonySelector, we generated a comprehensive record associating each nucleus with its respective clone. Through the integration of these methodologies, we achieved a precise and efficient analysis of clonal counts. Clones varied significantly in size, therefore we implemented a log_2_ transformation (referenced as number of cell divisions) to allow for a more effective comparison and visualization of the number of cells per clone that contained vastly different sizes.

### Bimodality coefficient analysis

We utilized the GaussianMixture class from the scikit-learn Python package to fit a GMM to the clonal growth rate data. The model was trained using the expectation-maximization algorithm to identify distinct Gaussian distributions within the dataset. The optimal number of components was selected based on the Bayesian Information Criterion (BIC). We applied this algorithm to all time points for each biological replicate (S2 Fig). To quantify bimodality, we calculated the bimodality coefficient from the skewness and kurtosis of the data. Bimodality coefficients above 5/9 suggest bimodality, below 1/3 suggest unimodality, and values between are considered ambiguous. Each Gaussian component was assigned a weight, representing the proportion of the overall data distribution it explains, ensuring that the sum of the weights equals one.

### Quantitative modeling of epithelial cell proliferation dynamics

We employed mathematical modeling in python using the SciPy library to accurately represent the growth dynamics of epithelial cells. To account for the stochastic nature inherent in biological processes, we used the random function from the random library to implement the Gillespie simulation to model epithelial cell growth. This was accomplished by using a stoichiometry matrix for cell proliferation and transition to a non-proliferative state (Fig 2B). The simulation involved calculating reaction propensities and updating the system state based on these reactions, constrained by a maximum time length. This process continued until either no more reactions could occur (all cells are in a non-proliferative state) or the maximum time length was reached. This method allowed us to capture the stochastic nature of biological processes and compare simulation results with experimental data using the Kolmogorov-Smirnov test, scipy.stats.ks_2samp, to assess model fit in Fig 2C and 2D. Consistently, the results of these tests indicated that a more complex model might be required to fully capture the observed growth behavior of the epithelial cells.

We developed an exponential growth model and a logistic growth rate model described by ordinary differential equations (ODEs), seen in S3C Fig. We then used Scipy.integrate.odeint to solve the system of ODEs for each. We used a cost function that integrates this ODE system using odeint and calculates the sum of squared differences between the model’s output and experimental data, acting as a metric for the goodness of fit. Parameter optimization is achieved through the scipy.optimize.minimize function, which seeks the best-fit parameters (g_X_ and k_Y_) that minimize the cost function. Upon determining the optimal parameters, we used odeint to solve the ODE system with these optimized parameters, generating the best-fit solution of the model, S3D Fig.

### Live cell imaging and analysis

We used the IncuCyte S3 system (Sartorius) for our time-lapse experiments. The cells were diluted to 0.5 cells per well in a 96-well plate, and allowed at least 12 hours to adhere to the plate before imaging. We used either wild type EPC2-hTERT cells or a genetically modified EPC2-hTERT to express H2B-mCherry (see Lentiviral transduction section), to facilitate nuclear tracking. We captured images at 4x magnification with a 300 ms exposure time for brightfield every 12 hours and 300 ms exposure time for mCherry every 24 hours, respectively (2 technical replicates for each). The nuclear masks were generated using IncuCyte’s built-in software, from which we exported CSV tables detailing either the mask of cell area (brightfield) or the count of nuclei in each well (mCherry) at various time points. The clones in each mask were then labeled using the ColonySelector (https://github.com/SydShafferLab/ColonySelector). This data was subsequently plotted using python programming.

### Immunofluorescence and phalloidin staining

EPC2-hTERT were washed twice with 1X Dulbecco’s phosphate buffered saline (DPBS; Corning, 21-031-CV) and fixed with 3.7% formaldehyde (Fisher, BP531-500) in PBS (Invitrogen, AM9625) for 10 min at room temperature. We then washed twice with PBS and permeabilized with 70% ethanol for at least 1 hour. Cells were blocked with 1% BSA in PBS for 1 hour at room temperature. Primary Ki-67 (SP6) rabbit monoclonal antibody (Sigma-Aldrich, SAB5500134) and primary KRT14 (LL002) mouse monoclonal antibody (Abcam, ab7800) were diluted in 0.1% BSA in PBS (1:200 dilution). Primary staining solution was added and incubated overnight at 4°C. Secondary Alexa Fluor 647 goat anti rabbit IgG H+L (A21244) and Alexa Fluor 488 Donkey Anti-Mouse secondary antibody (Jackson Labs, 715-545-151) were diluted in 1% BSA in PBS (1:500 dilution) and, when required, combined with 7.5 μL stock solution of Phalloidin-Atto 488 (Sigma-Aldrich, 49409) for a total of 1.5mL 1% BSA in PBS. After two PBS washes, the secondary staining solution was added for 1 hour at room temperature in the dark. After two more PBS washes, we added 2x saline-sodium citrate (SSC) with DAPI and either imaged immediately or stored at 4°C prior to imaging.

### Lentivirus production

To transfect HEK293T cells with the lentiviral plasmid, we first grew them to 90% confluence in a 10cm dish. We then prepared two tubes of transfection reagents: one containing 500μl of OPTI-MEM and 80 μl of 1 mg/mL PEI, and another containing 500μL of OPTI-MEM, 9 μg of psPAX2 plasmid, 5.5 μg of VSVG plasmid, and 8 μg of the barcode plasmid. After combining the contents of the two tubes, we incubated the mixture at room temperature for 20 minutes before adding it dropwise into the HEK293T plate. Following incubation of the cells at 37°C for 7 hours, we removed the medium and washed the plate once with DPBS. Next, we applied 6 mL of fresh medium and incubated the cells at 37°C for approximately 12 hours before repeating the medium collection process every 12 hours for a total of 72 hours. We filtered all the collected medium through a 0.2 μm filter and stored it at -80°C.

### Lentiviral transduction

Cells were transduced by creating a mixture consisting of polybrene (final concentration of 4 μg/mL), virus (determined by titration to be 20% infection), and cells at a concentration of 200,000 cells/mL. We then added 2 mL of this mixture to each well of a 6-well plate and subjected the plate to centrifugation at 600 RCF for 25 minutes. We incubated the cells with the virus at 37°C for 12 hours, after which we removed the virus-containing media and washed with DBPS. Subsequently, we added 2 mL of fresh medium to each well. The following day, we transferred each well to a 10 cm dish and allowed the cells to express the construct for 2–3 days.

### Fluorescence-Activated Cell Sorting (FACS)

We used TrypLE to detach the cells from the plate and STI to inhibit the TrypLE. The dissociated single-cell suspension was then washed once with 0.1% BSA and resuspended with 1% BSA and kept on ice. All cells that were sorted had a fluorescent tag that was detectable by the Beckman Coulter Moflo Astrios. We used a 100 μm nozzle and forward and side scatter to gate for single cells. We then sorted out the cells expressing the fluorescent tag, and WT cells were used as a negative control to determine gatting.

### Heritability experiment

The EPC2-hTERT were transduced with the DNA barcode library at a low MOI, achieving single-barcode integration per cell. We then allowed the cells to proliferate over four doublings, yielding approximately 16 copies of each barcode in the population. Barcoded cells were then randomly replated and split into two separate wells at a low density to generate clones. Clones were grown for 8 days, changing the media every 4 days (2 technical replicates). Genomic DNA was then retrieved from both splits, following the protocol described in the section "scMemorySeq: lineage barcode recovery from scRNA-seq and gDNA”.

### Heritability analysis

We simulated data and calculated the Pearson correlations for three distinct growth rate probability distributions: unimodal, bimodal, and stochastic; where each cell picked a random growth rate from the distribution. These simulations are based on the assumption that sibling cells select their growth rates randomly, implying that they do not retain any memory of their previous proliferation rates. For the unimodal growth rate distribution, we estimated the parameters of a Gaussian distribution (specifically the mean (μ) and standard deviation (σ)) that best approximate the overall distribution on the day 8 data (Fig 1C). We fit the bimodal growth rate distribution using scipy.stats.gaussian_kde from the python scikit-learn library. Finally, stochastic growth was assigned equal probability to all possible growth rates determined by experimental data of day 8 (Fig 1C). Each simulation was run 1000 times to generate the distribution of Pearson correlations seen in S4C Fig.

### Clonal density experiments

We explored the effects of density on clonal proliferative capacity through two orthogonal experiments: mCherry nuclear tag and barcode sequencing.

First, the EPC2-hTERT were transduced with H2B-mCherry nuclear tag to enable easier detection and quantification of cells. mCherry-tagged cells were plated at a constant 50 cells per plate while non-fluorescent cells were seeded at 100, 500, 1000, 5000, or 10000 cells per plate through dilutions. Cells were then grown for 8 days and media was changed every 4 days (2 biological replicates each with 6 technical replicates). Cells were then fixed with 3.7% formaldehyde for 10 min. Formaldehyde was aspirated, washed twice with DBPS and permeabilized with 70% ethanol for at least 1 hour. We then washed twice with DBPS and added 2mL of 2xSSC with DAPI to each well. Each well was then imaged using a 10× objective on a fluorescence microscope (Nikon, Eclipse Ti2).

Second, the EPC2-hTERT were transduced with the DNA barcode library as described above. Barcoded cells were sorted to reach either 500, 1000, 5000, or 10000 cells per plate. Cells were then grown for 8 days and media was changed every 4 days (2 technical replicates). At day 8 genomic DNA was retrieved from each seeding density, following the protocol described in the section "scMemorySeq: lineage barcode recovery from scRNA-seq and gDNA”. S4G and S4H Fig shows that the read depth of the barcodes is equal throughout distinct densities.

### scMemorySeq: Lineage barcode recovery from scRNA-seq and gDNA

Clonal dynamics were extracted using a high-complexity transcribed barcode library as previously described [27,38,67], with the library generation protocol available at: https://www.protocols.io/view/barcode-plasmid-library-cloning-4hggt3w. Briefly, a CRISPR-Cas9 guide RNA plasmid (LRG2.1T) was used as a backbone for the DNA barcode. The plasmid was altered by replacing the U6 promoter and the single guide RNA scaffold with an EFS promoter and GFP. This was preceded by 100 semi-random nucleotides consisting of WSN repeats (W = A or T, S = G or C, N = any) that created the barcodes. The final sequence for the DNA barcode plasmid can be found here: https://benchling.com/s/seq-DAMUWPyU198hRSbpiecf.

The lineage barcodes are recovered from the excess full-length cDNA aliquot produced from the 10x library protocol. We PCR amplified the lineage barcodes with primers that were compatible with the NextSeq 500 and that would amplify the lineage barcode and the 10x cell barcode. The amplification was done by combining 100 ng of full-length cDNA per reaction, 0.5μM of each primer, and PCR master mix (NEB, M0543S). The amplification began with a 30-second denature step at 98°C, then 98°C for 10 seconds followed by 65°C for 2 minutes repeated 12 times, and a final extension step of 5 minutes at 65°C. We then performed SPRI bead (Beckman Coulter, B23317) size selection (using a 0.6X bead concentration) to extract the amplified barcodes (~1.3kb). Finally, the lineage barcode library was sequenced with a NextSeq 500 with a Mid Output Kit v2.5 (150 cycles, Illumina, 20024904) by paired-end sequencing using 8 cycles on each index, 28 cycles on read 1 to read the 10x barcode and UMI, and 123 cycles on read 2 to sequence the lineage barcode.

The scRNA-seq and lineage barcode data was combined following the scMemorySeq custom pipeline that creates custom FASTQ files for the lineage barcodes that can be inputted in conjunction with the 10x Genomics Cell Ranger Feature Barcode pipeline. The custom python script is available through GitHub: https://github.com/SydShafferLab/BarcodeAnalysis.

Total genomic DNA was extracted from the samples using the QIAamp DNA Mini kit (Qiagen, 56304) following the manufacturer’s instructions. The target barcode region was amplified using PCR with primers targeting the region of interest that contained the Illumina adapter sequence, and index sequences. PCR amplification was carried out in a reaction mixture containing PCR Master Mix (NEB, M0543S), 0.5 μM of each primer, and 500 ng of template DNA. The amplification protocol consisted of an initial denaturation step at 98°C for 30 seconds, followed by 24 cycles of 95°C for 10 seconds and 65°C for 40 seconds, with a final extension at 65°C for 5 minutes. The PCR products were size excluded with SPRI beads (Beckman Coulter, B23317) to prepare the DNA library for sequencing using a double-sided clean-up. We then sequenced on an Illumina NextSeq 500 with a Mid Output kit (150 cycles, Illumina, 20024904) for single-end sequencing (151 cycles for read 1, and 8 cycles for each index).

### Single-cell RNA sequencing EPC2-hTERT

We generated scRNA-seq libraries in accordance with the manufacturer’s protocol (10x Genomics Chromium Next GEM Single Cell 3’ v3.1 Dual Index kit). For the esophageal epithelial cells (data shown in Fig 3B and 3C), we sorted out 3,600 cells with lineage barcodes (GFP positive cells) and plated 50 cells per well in six 6-well plates and let them expand for 8 days, changing the media every 4 days. We then loaded the single-cell suspensions onto a 10x Chromium Controller to generate GEMs for each sample. We aimed to generate approximately 20,000 cells between two lanes while taking into account the estimated recovery of 50%. Finally, we sequenced all our libraries with paired-end sequencing on an Illumina NextSeq 550 using 10 cycles for both indices, 28 cycles for Read 1, and 43 cycles for Read 2.

### Single-cell RNA data mapping, analysis and filtering

We generated the FASTQ files for the EPC2-hTERT dataset using CellRanger mkfastq v5.0.0, which processed raw Illumina base call files. The resulting FASTQ files were then aligned to the 10x reference GRCh38-2020-A using STARsolo v2.7.9a [68]. For downstream analyses, count matrices were generated utilizing the -soloFeatures GeneFull argument for each lane. Each dataset was individually filtered based on standard filtering before combining them using Seurat V4 [69]. First, we excluded poorly sequenced cells with a low number of genes detected. Additionally, we removed cells that were likely to be doublets, characterized by a high number of genes. We then removed cells based on their mitochondrial percentage to eliminate low-quality or dying cells from our dataset. We also used a doublet finder (scDblFinder) to further filter doublets [70]. Each individual dataset was then independently normalized with NormalizeData.

The EPC2-hTERT scRNA-seq dataset had no distinguishable bash effects (S5D and S5E Fig), we therefore proceeded with standard dimensionality reduction, FindVariableFeatures (based on the 2,000 most variable features), ScaleData,RunPCA, FindNeighbors (20 dimensions) and FindClusters. UMAPs were then generated using the top 20 principal components. DNA barcodes were then used to determine the highly proliferative clones in the scRNA-seq data. We used the top 10% largest clones as our threshold for highly proliferative clones. Cells containing no barcodes (7893 cells), as well as cells with four or more barcodes (228 cells) were discarded.

We then used DNA barcodes to label clusters after regressing out the cell cycle, “*Single-cell RNA sequencing cell cycle analysis”*. This highlighted a separate population with a unique gene expression state that we labeled as the less proliferative clones. We then performed differential gene expression analysis between these newly labeled highly proliferative and less proliferative clusters (S2 Table). Finally, we selected the highly proliferative gene signature set to include all genes exhibiting a positive log2 fold change greater than 0.5 and adjusted p-value of less than 0.05 among the differentially expressed genes identified between highly proliferative and less proliferative clones in our EPC2-hTERT model (S2 Table).

Other than the standard PCA and UMAP dimensionality reduction described above, we also implemented GLM-PCA (Generalized Linear Model Principal Component Analysis) and t-SNE (t-Distributed Stochastic Neighbor Embedding) (S5C and S5D Fig). We used GLM-PCA from the glmpca package, since it offers a way to perform dimensionality reduction that is more attuned to the characteristics of sparse count data, which could potentially lead to more reliable and interpretable results than traditional PCA [71]. We also ran t-SNE using the RunTSNE function from Seaurat. We ran distinct perplexity Parameters (10, 100, 200, 300 and 400) to gain a more comprehensive understanding of the high-dimensional data structure.

### Single-cell RNA sequencing of the human esophageal epithelium

scRNA-seq datasets of healthy human esophageal epithelium [51–54] and patients with ESCC [54,72] were previously published. Before merging the datasets using Seurat V4 [65], each was subjected to a series of standard filtering processes. Initially, cells that were poorly sequenced and had a low gene count were excluded. We also identified and removed potential doublets, indicated by an unusually high gene count. Cells with a high mitochondrial gene percentage, often a marker of low quality or dying cells, were also excluded from our analysis. To enhance the accuracy of our doublet removal process, we employed scDblFinder [66], a specialized tool for detecting doublets. Each dataset underwent independent normalization using the NormalizeData function.

We individually clustered each dataset using FindNeighbors and FindClusters. These clustered were then labeled based on known cell type markers (basal (*DST*, *KRT15*), suprabasal dividing (*MKI67*, *TOP2A*), suprabasal (*DSC2*, *DSP*), intermediate (*SERPINB3*, *PADI1*, *TGM3*), and superficial (*MT1G*, *RNASE7*, *KRT16*)) [53]. We then combined the datasets for the healthy esophageal epithelium, using the merge function in Seurat. The merged datasets were then normalized with NormalizeData, identified variable features using FindVariableFeatures (based on the 2,000 most variable features), ScaleData, and then ran PCA with RunPCA. Batch effects were significantly improved by aligning cell clusters in a shared PCA space based on the samples’ respective patient identification using RunHarmony [73]. Subsequently, UMAP dimensionality reduction was applied utilizing the embeddings generated by harmony and top 20 principal components. Finally, we utilized the UCell package to compute single-cell signature scores for the highly proliferative gene signature set [74].

### Single-cell RNA sequencing cell cycle analysis

We used the ’tricycle’ package in R to determine cell cycle states within a Seurat object. We utilize the Runtricycle function, specifying parameters such as slot (normalized RNA counts) and species (human). Following this, we extracted relevant data for visualization using the FetchData function, which pulled UMAP coordinates and tricycle-generated cell cycle positions. For visual representation, we created a plot of the UMAP embeddings colored by cell cycle position using plot_emb_circle_scale, which effectively displayed the distribution of cells across different cell cycle stages. Cell cycle embeddings utilized the internal reference from the tricycle package to estimate the cell cycle position, which ranged from 0 to 2pi. For ease of interpretation, we approximated the cell cycle stages with 0.5pi marking the onset of the S stage, pi representing the G2M stage, 1.5pi indicating the mid-M stage, and the range from 1.75pi to 0.25pi indicated the G1/G0 stage.

To regress out the cell cycle we defined specific gene sets for the S-phase and the G2/M-phase based on gene expression states previously identified in the literature [45]. Utilizing Seurat’s CellCycleScoring function, we assigned scores for each cell based on the expression of these gene sets, effectively identifying their cell cycle phases. We then mitigated the impact of cell cycle variations on gene expression, by employing the ScaleData function within Seurat. This critical step involved regressing out the scores for the S-phase and G2/M-phase from the dataset, ensuring that all features (genes) in the Seurat object were adjusted accordingly. By doing so, we ensured that our gene expression analysis reflected biological changes beyond just cell cycle effects.

### DNA barcode ladders for spike-ins

We used spike-ins of cells, consisting of 1000, 500, and 50 cells with known barcode sequences (S4D Fig) [32]. Spike-ins were added to each sample during library preparation. The relative abundance of transcripts was quantified by comparing transcript counts to spike-in counts, allowing us to estimate the number of cells from barcode transcript counts.

### Design gRNA plasmids

We designed CRISPR RNA (crRNA) in Benchling as a 23-nt sequence using variable protospacer adjacent motifs (PAMs) 5′-TTTV (TTTA, TTTC, or TTTG). 3 crRNA targeting functional domains were designed per gene. We used the AsCas12a crRNA expression vector (pRG212, Addgene_149722) to clone the guide RNA (gRNA). We digested and linearized the pRG212 vector with BsmBI (NEB, R0580), and the sense and anti-sense crRNA oligos were annealed and phosphorylated with T4 PNK (NEB, M0201). The linearized pRG212 vector and crRNA oligo were then ligated with T4 DNA Ligase (M0202).

### Generation and validation of Cas12 expressing cell line

We obtained the AsCas12a crRNA expression vector directly from Addgene (pRG232, Addgene_149723) [75]. The plasmid was packaged and transduced into HEK293T as described in the “Lentiviral transfection” section. Two days after transduction we passaged the cells to two 10cm plates. The cells containing the Cas12-pRG232 insertion were selected with 0.5ug/mL puromycin (Takara, 631305) for three days. We determined the efficiency of the Cas12-pRG232 in our cell line by a competition-based proliferation assay. We generated two gRNAs linked to a GFP reporter; a positive control that targeted an essential gene (*PCNA*) and a non-targeting negative control (Rosa26) [75]. Cells were then transduced with either guide at 50% infection efficiency and the GFP-positive population was monitored using the BD Accuri C6 Plus Flow Cytometer every two days. We quantified editing efficiency by dividing the final GFP% timepoint by the initial GFP% timepoint per guide. We found that gRNA-Rosa26 stabilized around 98% and gRNA-*PCNA* dropped to below 1%.

### CRISPR Cas12 clonal experiment

We transduced the EPC2-hTERT with CRISPR Cas12 as described in section “*Generation and validation of Cas12 expressing cell line”*. Cells were treated with puromycin (Takara, 631305) for three days. Immediately after, the cells were transduced with one of four gRNA linked to a GFP reporter: one for DKK1 exon 1, two for DKK1 exon 2 and one non-targeting negative control (Rosa26), see S3 Table. After 3 days, the cells were sorted to isolate the GFP positive cells that were successfully transduced with the gRNA. Nine days after cells were transduced with gRNA (this includes the GFP-positive sort), the cells were plated at 50 cells per well in a 6-well plate (3 biological replicates each with 6 technical replicates). A subset of cells were taken from each gRNA and were Sanger sequenced twice (forward and reverse), each gRNA reached a minimum of 70% editing efficiency. After 8 days the cells were fixed and imaged using a 10× objective on a Nikon Eclipse Ti2 fluorescence microscope.

### Small molecule inhibitors and recombinant proteins

PI3K inhibitor (GDC-0941, Cayman, 11600–10) was reconstituted at 10mM in DMSO for the stock solution. Final concentration for PI3K inhibitor treatment was 2μM. Human recombinant DKK1 (rhDkk, R&D Systems, 5439-DK) was reconstituted at 100μg/mL in 0.1% bovine serum albumin (BSA; Sigma-Aldrich, A7906). Final concentrations for rhDkk treatment were 200 ng/mL and 500 ng/mL.

### PI3Ki and rhDKK1 clonal experiments

We plated cells in 6-well plates with 50 cells per well. Cells were allowed 12 hours to properly adhere to the plate. We then treated with PI3Ki (2μM) (2 technical replicates) or rhDKK1 (100μg/mL) (3 technical replicates per dosage) and maintained treatment throughout 8 days. Similarly, DMSO was added to our control wells in the appropriate quantity. Corresponding treatment media were changed every 4 days. Cells were fixed on day 8, we first removed the media and rinsed the wells with DPBS, followed by a 10-minute treatment with 4% formaldehyde. Subsequently, the formaldehyde was aspirated away, and the wells were washed twice with DPBS. After adding 2 mL of DPBS to each well, we stained the cells with DAPI. Imaging of the wells was then performed using a 10× objective on a Nikon Eclipse Ti2 fluorescence microscope.

## Supporting information

S1 Fig Clonal dynamics and growth patterns in epithelial cell growth. (**A**) Experimental design for clonal isolation and characterization. Single EPC2-hTERT cells were plated in individual wells of a 96-well plate, and their growth was monitored over 14 days. Clones filling or nearly filling the well within this period were classified as highly proliferative, while those that did not were labeled as less proliferative. (**B**) Stacked bar plot of ratios depicts the proportion of highly proliferative and less proliferative clones (n = 6 biological replicates). (**C**) Schematic of replating experiment following the initial characterization, clones identified as highly proliferative or less proliferative were dissociated into single cells and replated into new 96-well plates. These replated cells were then allowed to grow for another 14-day period to reassess their proliferative status. (**D**) Bar plot of the ratio between highly proliferative and less proliferative subclones as described in S1C Fig (n = 3 biological replicates).
(TIF)

S2 Fig Bimodality quantification analysis on clone size data across time and replicates. **(A-B)** Histograms showing the number of cell divisions for each clone based on the number of cells observed. Each set column corresponds to a separate biological replicate. Histograms are fitted with two Gaussians using a Gaussian Mixture Model (GMM). Each histogram is paired with a bar plot on the right, depicting the corresponding Bimodality Coefficient. The dashed gray lines indicate the 5/9 threshold (suggestive of a likely bimodal distribution) and the dashed black lines indicate the 1/3 threshold (suggestive of a unimodal distribution).
(TIF)

S3 Fig Mathematical models for epithelial cell growth. (**A**) Bar plot showing cell divisions per clone over time (data from Fig 1C), with highly proliferative (blue) and less proliferative (green) cells. A solid gray line highlights exponential growth for comparison. (**B**) Scatter plot of the optimal parameters for the Gillespie simulations for each time point, the time point is labeled at each point. The parameters for highly proliferative and less proliferative clones are in blue and green respectively. (**C**) Schematic of growth models for the highly proliferative and less proliferative clones, with highly proliferative clones fitted using an exponential growth model and less proliferative clones requiring a logistic growth model for accurate data representation. (**D**) Scatter plot of highly proliferative and less proliferative data fitted by their respective growth rate models shown in panel C. (**E**) Live-cell imaging data from mCherry-labeled EPC2-hTERT cells over 11 days. Line plot shows the number of cells per clone as measured at 24-hour intervals. Highly proliferative clones (the top 10% largest clones) are depicted in blue, while less proliferative cells are shown in green (n = 2 technical replicates, combined). (**F**) Live-cell imaging data from phase imaging of unlabeled EPC2-hTERT cells over 11 days. Line plots of normalized clonal area (μm^2^) over time, measured at 12-hour intervals, for EPC2-hTERT cells (n = 2 technical replicates, combined).
(TIF)

S4 Fig Supporting analysis for heritability and barcoding experiments in Fig 3. (**A-B**) Scatter plot depicting the number of cells in sample A and B for each barcode captured by sequencing. The Pearson correlations were 0.511 and 0.373 with p-values of 4.27e-10 and 1.17e-5 in the two replicates shown in A and B. The embedded box plots summarize the findings comparing simulated data, our experimental replicates, and spike-in positive controls that should show high correlation (n = 2 technical replicates). (**C**) Histograms showing the Pearson correlations for simulated data (see methods section: Heritability analysis), experimental data, and spike-ins positive controls. Both replicates, shown in blue, fall outside the simulation ranges, indicating memory of epithelial cell proliferative capacity. (**D**) Scatter plot showing data from spike-ins included in the experiment with the number of cells versus the number of reads per million for the barcode captured by sequencing. **(E-F**) Bar plots of rank-ordered barcodes, representing barcode distribution after 8 days of growth. (**G)** Box plot of percentage of recovered barcoded cells at 500,1000, 5000 and 10000 cells per well, detailed in methods “Clonal density experiments” (n = 2 technical replicates). (**H**) Rank-ordered barcodes grouped by density while the heat bar displays the log(Reads per Million). (**I**) Box plot of data from Fig 3D showing the number of mCherry labeled cells per clone with the data split by initial seeding density (n = 2 biological replicates each with 6 technical replicates). (**J**) Box plot showing quantification of the initial seeding density for the experiment in Fig 3D to confirm that each condition started with the same number of mCherry labeled cells. The plot depicts the number of mCherry clones measured at day 8.
(TIF)

S5 Fig Molecular characterization of highly proliferative and less proliferative clones. **(A**) UMAP plots with examples of lineages from less proliferative clones. (**B**) UMAP plots with examples of lineages from highly proliferative clones. (**C-D**) Dimensionality reduction plots of scRNA-seq data. These plots utilize different dimensionality reduction methods (including UMAP, PCA, GLMPCA, and t-SNE with varying perplexity settings of 10, 100, 200, 300, and 400) to visualize scRNA-seq data. Cells are color-coded to distinguish between highly proliferative and less proliferative states, which we assigned based on barcodes. (**E**) UMAP projection of scRNA-seq data with cells colored based on their cell-cycle position using a circular color scale. Discrete stage labels are placed in approximate positions on the circular legend.
(TIF)

S6 Fig Clustering and performance metrics for scRNA-seq and quantification of markers Ki67 and KRT14. (**A**) UMAP plot with regressed out of cell cycle Influence, cells are labeled according to Louvain clusters. (**B**) UMAP and PCA plots of cells processed through two different 10x Genomics lanes illustrate the consistency and distribution of the cells across the lanes. (**C**) Barplot showing the percentage of cells in each state split by lane 1 and lane 2. (**D**) Scatter plot of the number of cells per clone against *MKI67* (left) and *KRT14* (right) expression from the EPC2-hTERT scRNA-seq dataset. (**E**) Immunofluorescence data in Fig 5 staining for Ki67 and KRT14 in clones of different sizes. Scatter plot shows Ki-67 and KRT14 intensities with each cell labeled according to the total number of cells in its respective clone (n = 2 biological replicate and n = 2 technical replicates).
(TIF)

S7 Fig Perturbations to WNT and PI3K can alter clonal growth dynamics. (**A**) Experiment testing the effects of PI3K inhibitor on the growth of clones over 8 days. Box plot shows the number of cells per clone with and without PI3K inhibitor (iPI3K) (n = 2 biological replicates and n = 2 technical replicates) (p-value equal to 4.33e-5 and 1.08e-9 respectively). (**B**) Experiment testing the effects of recombinant DKK1 protein on growth of clones over 8 days. Box plot shows the number of cells per clone at two different concentrations of human recombinant DKK1 (n = 2 biological replicates and n = 3 technical replicates per dosage). (**C**) Outline of experimental design for the CRISPR-Cas12a targeted knockout (KO) used to investigate the role of DKK1 in clone expansion. (**D**) Box plot showing the number of cells per clone split by gRNA targeting Rosa26 and DKK1 (n = 3 biological replicates) (p-value equal to 1.81e-1, 5.54e-12 and 1.06e-2 respectively). (**E**) Box plot showing the percentage of highly proliferative clones per well split by gRNA targeting Rosa26 and DKK1 (n = 3 biological replicates each with 6 technical replicates) (p-value equal to 2.17e-01, 4.16e-02 and 6.90e-05 respectively). We selected cutoff size for a highly proliferative clone by taking the top 10% of the average of the Rosa26 control data. We then used that cutoff size to determine which clones are highly proliferative in the DKK1 KO data.
(TIF)

S8 Fig The healthy human esophageal epithelium contains rare basal cells with a similar profile to the highly proliferative clones found in vitro. (**A**) A schematic of the integration of numerous published scRNA-seq datasets for healthy esophageal epithelium comprising 24 patients and 62,216 cells. (**B**) UMAP plot showing each cell labeled by its dataset after batch correction. (**C**) UMAP plot in which the color of each cell shows their predicted cell-cycle position using a circular color scale. Discrete stage labels are placed in approximate positions on the circular legend.
(TIF)

S1 Table Numbers from clonal isolation and replating experiments.

S2 Table Top 50 differentially expressed genes identified between highly and less proliferative clusters.

S3 Table sgRNA for CRISPR Cas12.

How the deposited data were processed for this re-analysis (not part of the article)

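Cells from biopsies of squamous esophagus were profiled by single-cell RNA sequencing in 6 libraries from 5 donors. The authors deposited raw UMI counts per gene and cell barcode, 1 matrix per library, with no normalization and no cell annotation. Their processing notes name Cell Ranger, STARsolo and GRCh38, with no versions (those in the paper's methods are stated for its cell line data), and the rule that called barcodes cells is not given in the sources used here, nor is whether these donors are among the paper's patients. The names of classes were rebuilt from markers here, and a difference from the paper may come from that. Of the genes in each matrix 36366 were matched by Ensembl identifier to GENCODE 44 for coordinates on GRCh38, 44 took a chromosome from RefSeq alone and 191 had none. The strand setting of the authors' counting is not stated, so counts of overlapping and antisense genes, and of genes with near-identical copies, are uncertain.

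Barcodes with at least 500 genes and at most 20% mitochondrial UMIs were kept, since the paper's methods name these filters without limits; 9102 barcodes had fewer genes and 11567 had more mitochondrial UMIs, some of them both. Scrublet was run in each library at an expected rate of 6%, and because its automatic threshold marked 45 of 35699 cells, up to that share of cells with the highest scores was removed. The paper's methods name scDblFinder for this step, which was not used here. Counts were scaled per cell and log-transformed, and 2000 variable genes, 20 principal components and 20 neighbours gave a shared-neighbour graph for Leiden clustering at resolution 1.0. All cells were clustered together to set apart cell types other than squamous cells, and the squamous cells were clustered again after Harmony by library (50 clusters, theta 2.0). Harmony was written in Python after its published description. The paper's methods cluster and label each dataset on its own and apply Harmony by patient only to the merged, labelled data, whereas here Harmony entered the clustering from which classes were named.

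Clusters were named by their mean log2 CPM of marker genes relative to the mean of all clusters. A name needed a score of at least 0.75, a lead of 0.25 over the next class and 3 markers detected in at least 5% of cells. A cluster stayed unnamed if superficial markers and basal or dividing markers both reached a score of 1.0, if another class had at least 2 more markers than its own among the 10 leading genes, or if it was shallow with no marker of its own among them. The markers, the gene lists and the comparisons were fixed before the data were examined. So were the tests of genes, lists and scores and all alternatives but 3. Tests of sequencing depth, of chromosomes, of other splits of the sums and of donor 3's biopsies were chosen after the results were seen. Harmony, the 3 added alternatives (its omission, a stricter naming rule, and CPM without TMM factors for the class with the highest level of a gene), the score limits and the share of doublets were chosen after seeing the data. In 1 superficial-like cluster of 2101 cells, HBB of red blood cells was among the leading genes, and the median there was 3127 UMIs.

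Counts were summed per donor and class, for classes with at least 20 cells, and compared in 3 ways with edgeR 4.0.16 in R 4.3.3 (TMM, filterByExpr, quasi-likelihood F test, donor as a block, Benjamini-Hochberg adjusted p under 0.05). The comparisons were dividing-like cells against the mean of the other 4 squamous classes, basal-like against suprabasal-like cells, and superficial-like against basal-like cells. The mean of the other classes was taken on the log2 scale, so it can lie below the mean of their printed CPM. All 5 classes entered 1 fit. The classes of a donor come from the same biopsies, which pairs the sums: over 50 pairs of sums of 1 donor, deviations from the class means correlated at 0.39 on average and at 0.13 or more, against -0.1 between donors. CPM per class are UMI counts on library totals adjusted by TMM factors, which ran from 0.298 to 0.497 in superficial-like and from 1.69 to 2.11 in basal-like sums, so that rankings of classes by CPM depend on this scaling. The fold changes and calls of edgeR rest on the same factors, and edgeR was not run without them. EIF6 was at 64.3 CPM in basal-like and 157 CPM in superficial-like cells, but at 114 and 59.8 CPM without the factors. On simulated data with the real means and library sizes and 200 changed genes, edgeR recovered 81% of genes changed by a log2 fold change of 1 and 99% of those changed by 2 in the comparison of dividing-like cells, with 9 unchanged genes called among 17236. For basal-like against suprabasal-like cells it recovered 46% and 95% (3 unchanged genes called), and for superficial-like against basal-like cells 47% and 96% (7 called). With 200 changed genes the simulation cannot show how many false calls arise when many genes change. The real comparison of dividing-like cells called 10576 genes.

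Gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01 and again with an estimated correlation, with p adjusted over the 24 lists within each comparison. The lists were the 25 named genes of the S2 Table, its 9 proliferation genes, the 16 without them, the 19 outside Seurat's cell cycle lists, its chromosome 20 genes, the 26 genes lower in highly proliferative clones, and the paper's WNT, PI3K and quiescent basal genes. The others were S phase, G2/M, replication licensing, hemidesmosome, desmosome, cornified envelope, metallothionein, antimicrobial, proteasome core, ribosome biogenesis, WNT feedback, Notch, cholesterol synthesis, glycolysis and dissociation stress genes. The list of chromosome 20 genes fixed beforehand held 8 genes and left out PCNA. At the preset correlation 42 of 72 list results passed, and with an estimated correlation 7 did: in dividing-like cells the proliferation genes of the signature and the S phase, G2/M, licensing, cornified envelope and antimicrobial lists, and in basal-like against suprabasal-like cells the hemidesmosome list. Named genes are the 10 largest changes in each direction per comparison among genes past the test, with a mean log2 CPM of at least 5 and 1 direction in all donors, together with the genes of the lists and those the paper names; sex-linked genes that could mark a person are never named. The cell line values in the S2 Table were seen before the genes were chosen.

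Signature scores are rank scores after UCell (maximum rank 1500) on cells thinned at random to 2000 UMIs, averaged per donor and class and compared by an exact two-sided sign-flip permutation test over donors. Alternatives were other filters on cells, doublets kept, other resolutions, each library clustered on its own, clustering without the signature and cell cycle genes, DESeq2 1.42.0 on the same counts, no filter on genes, no donor block, fits of the compared classes alone, a limit of 50 cells per sum, the biopsies of donor 3 as separate sums, each donor left out, other depths and other scores. Python 3.11.15, scanpy 1.11.5, leidenalg 0.10.2, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used. Variants and personal details of the donors are not used here, genes that reveal sex are not reported, and the sequencing of the cell line is not used here.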

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

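All tests weighed in this part were chosen after the results had been seen; the search for a lone donor was planned. Of 31 groups of 4 or 5 donors searched for a value far from the rest, 4 held one, where chance gives about 1 in 20 groups. Donor 4 had 5.94% basal-like cells among its squamous cells, while the other donors had 2.95% to 3.51%. Donor 1 had 3.9% endothelium-like cells among all cells, against 0.57% to 0.9% in the others, and 0.76% cells of a cluster with leading genes of both fibroblasts and mural cells, against 0.04% to 0.17%. In superficial-like cells, 2.95% of cells of donor 3 carried MKI67 or TOP2A, against 0.267% to 1.03% in the other donors.

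The biopsies also held cells outside the squamous classes on which the paper reports. T or NK-like cells made up 3.15% ± 1.14 of all cells (mean and SD, n = 5 donors), endothelium-like cells 1.34% ± 1.43, mast cell-like cells 1.07% ± 0.77, myeloid-like cells 0.63% ± 0.16 and the cluster with leading genes of fibroblasts and mural cells 0.24% ± 0.3. That cluster scored 5.38 for fibroblast and 4.76 for mural markers and is given no name in the text.

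The biopsies of donor 3 differed in the share of squamous cells left unnamed, 28.8% in biopsy 1 and 46% in biopsy 2. Part of this lies in a cluster of 1861 cells, 91.9% of them from biopsy 2, with a median of 17% mitochondrial UMIs, and part in a cluster of 673 cells, all from biopsy 2, with a median of 1.4% and of 2283 UMIs. Shallow cells as the whole cause are argued against, since among cells with at least 5000 UMIs the difference was 29.7 percentage points in the same direction. Among cells with at most 10% mitochondrial UMIs the sign turned (42.8% unnamed in biopsy 1 and 34.9% in biopsy 2, a difference of -7.92 percentage points), so cells with much mitochondrial RNA may account for much of the excess, though not for the cluster of 673 cells. The design names no biological difference between the biopsies, and no biological explanation was tested.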

How the results depend on the processing

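The alternatives without Harmony, with stricter naming and with CPM without TMM factors were chosen after the data were seen. For the highly proliferative signature score, dividing-like minus basal-like cells, the difference was positive under every alternative run, from 0.103 (1000 UMIs per cell) to 0.239 (not thinned), and 1.4 as mean log2 CPM. For the signature score without proliferation genes, dividing-like minus basal-like cells, it ran from 0.0445 (resolution 1.5) to 0.144 (not thinned), and was 0.398 as mean log2 CPM. With at most 10% mitochondrial UMIs 3 donors were left for basal-like cells, so that p was 0.25, the smallest possible. Of the alternative values of the main results 462 kept their direction and side of the threshold or moved by less than the spread between donors (counts by at most 1.5 times), 20 moved by more, 13 turned and 7 were counts that fell by more. With no replicate block 4703 genes were higher and 4259 lower in dividing-like cells, and no count of genes moved by over 1.5 times. Without the block 4 list results were lost: in basal-like against suprabasal-like cells the 9 proliferation genes, the 26 genes lower in highly proliferative clones and the proteasome core (adjusted p = 0.0559 each), and in superficial-like against basal-like cells the 25 signature genes (adjusted p = 0.0862). Over the alternatives the highest adjusted p of these lists were 0.182, 0.119, 0.78 and 0.172, and the lowest 3.5e-06, 0.00339, 0.000507 and 0.00149. The first was also lost without replicate 2 (donor 2, 0.0966) and the last without replicate 2 (0.0712) and without replicate 5 (donor 5, 0.0511). DESeq2 moved the median log2 fold change of basal-like against suprabasal-like cells from -0.017 to 0.099. It called 4046 genes higher and 3202 lower there, against 3211 and 3606 with edgeR. In dividing-like cells it called 5423 higher and 5625 lower, against 5615 and 4961 with edgeR, so the balance turned in both comparisons. No sum held under 50 cells, so that limit changed nothing. In the comparisons with basal-like cells, the class with the fewest cells, small changes were found least often on simulated data.

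For results that moved or turned, the cause was not tested, except that depth sets shares of cells with a UMI. The less proliferative signature score, dividing-like minus basal-like, turned to 0.0071 with each library clustered on its own, 0.0148 not thinned and 0.138 as mean log2 CPM. The less proliferative signature score, dividing-like minus intermediate-like, was -0.0043 with at most 10% mitochondrial UMIs, -0.0002 with at least 1000 genes, -0.0005 and -0.0146 at resolutions 0.5 and 1.5, -0.0298 without Harmony, -0.0051 at 1000 UMIs, -0.753 as mean log2 CPM, and -0.0077 to 0.0166 with a donor left out. Of the share of squamous cells in each class, basal-like cells had 1.06% with at most 10% mitochondrial UMIs, 7.68% and 9.13% at resolutions 0.5 and 1.5, and 7.14% without signature genes in the clustering. For the share of squamous cells in each class, suprabasal-like cells had 10.9% with each library clustered on its own. In the share of squamous cells in each class, intermediate-like cells had 2.8% without Harmony. Of the share of cells with MKI67 or TOP2A by class, suprabasal dividing-like cells had 67.6% and 68% at resolutions 0.5 and 1.5, 64.6% with each library clustered on its own, 70.5% without signature genes in the clustering, 91.1% not thinned and 42.9% at 1000 UMIs. For the share of cells with MKI67 or TOP2A by class, suprabasal-like cells had 2.92% with stricter naming, 10.8% not thinned and 1.16% at 1000 UMIs. In the share of cells with MKI67 or TOP2A by class, intermediate-like cells had 1.59% without Harmony and 2.53% not thinned. Not thinned, basal-like cells had 19.2% and superficial-like cells 3.88%. In basal-like against suprabasal-like cells 1102 genes were higher and 1650 lower with at most 10% mitochondrial UMIs, 1724 and 1700 with each library clustered on its own, and 2387 lower without signature genes in the clustering. Superficial-like cells had 4413 lower genes with at most 10% mitochondrial UMIs. The result for AKR1C2, basal against suprabasal, log2 fold change -1.13, turned to 0.10 and 0.17 at resolutions 0.5 and 1.5. With an estimated correlation 7 list results passed.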

Differences from the paper's values

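The limit for naming a difference in scores was set after the values had been seen: 1 SD over donors, and no fold, since a rank score has no true zero. The paper's values read from a figure are medians over cells of its patients, and the values here are medians over unthinned cells of 5 donors, with clusters named anew. Whether these donors are among the paper's patients is not given in the sources used here. In basal cells the paper's median signature score is about 0.26 in Fig 6C, read by eye, and the value here was 0.183, a difference of -0.0766 (SD over donors 0.0497). Of the alternatives set before the data were examined, those at resolutions 0.5 (0.236) and 1.5 (0.237) and without signature and cell cycle genes in the clustering (0.238) came within 1 SD of the paper's value. The others did not, at 0.16 with at most 10% mitochondrial UMIs, 0.187 with at least 1000 genes, 0.19 with doublets kept and 0.2 with each library clustered on its own. In suprabasal dividing cells the paper's median is about 0.38 in Fig 6C, read by eye, and the value here was 0.442, a difference of 0.062 (SD 0.0222). No alternative came within 1 SD of it, with values of 0.461 with at most 10% mitochondrial UMIs, 0.446 with at least 1000 genes, 0.439 with doublets kept, 0.461 and 0.465 at resolutions 0.5 and 1.5, 0.456 with each library clustered on its own and 0.472 without signature and cell cycle genes in the clustering. In intermediate cells the paper's median is about 0.13 in Fig 6C, read by eye, and the value here was 0.0589, a difference of -0.0711 (SD 0.0475). At resolution 1.5 (0.0979) and with each library clustered on its own (0.103) the value lay within 1 SD of the paper's. It did not at 0.0628 with at most 10% mitochondrial UMIs, 0.0622 with at least 1000 genes, 0.0534 with doublets kept and 0.0587 at resolution 0.5; without signature and cell cycle genes in the clustering no cluster was named intermediate. In superficial cells the paper's median is about 0.1 in Fig 6C, read by eye, and the value here was 0.0488, a difference of -0.0512 (SD 0.0262). No alternative came within 1 SD of it, at 0.0504 with at most 10% mitochondrial UMIs, 0.0501 with at least 1000 genes, 0.0531 with doublets kept, 0.0508 and 0.0548 at resolutions 0.5 and 1.5, 0.0641 with each library clustered on its own and 0.0649 without signature and cell cycle genes in the clustering.

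The score here uses 25 genes, and by the paper's text its signature has 9, so the scores compared need not rest on 1 set of genes. The paper's text gives 9 genes for the signature, and its S2 Table holds 25 named genes past the thresholds that the text states. No alternative bears on this count. The paper states that the signature contains no markers of proliferation. Of the 25 genes, 9 are proliferation genes, MKI67, CDC20 and CCNB1 among them, and 6 are in Seurat's cell cycle lists; the other 16 do include genes with other functions, such as SFRP1 and FST.

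Fig 6C shows basal cells above suprabasal cells, and here the medians were 0.183 in basal-like and 0.217 in suprabasal-like cells. Basal-like cells were also the lower with at most 10% mitochondrial UMIs (0.16 and 0.2245) and with at least 1000 genes (0.187 and 0.219). They were lower too with doublets kept (0.19 and 0.219) and with each library clustered on its own (0.2 and 0.205). At resolution 0.5 the medians were 0.236 and 0.213, and at resolution 1.5 they were 0.237 and 0.215, in the order of the figure. Without signature and cell cycle genes in the clustering they were 0.238 and 0.203, also in that order. The means over donors at 2000 UMIs per cell, 0.146 in basal-like and 0.128 in suprabasal-like cells, are in that order too. The figure's top rank of suprabasal dividing cells is also found here.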

Other observations

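The tests of sequencing depth, of chromosome 20 and all chromosomes, and of other splits of the sums, and the scaling without TMM factors, were chosen after the results had been seen. Metabolic genes changed between the layers. Of 19 genes of cholesterol synthesis, 18 were lower in basal-like than in suprabasal-like cells and none was higher (18 when adjusted over the list alone, camera adjusted p = 1.6e-09, and adjusted p = 0.0599 with an estimated correlation), with HMGCS1 at a log2 fold change of -2.74, SQLE at -2.52 and DHCR7 at -2.50. In superficial-like against basal-like cells 15 of the 19 were higher and 1 was lower (15 and 1 when adjusted over the list alone, camera adjusted p = 0.00239, and adjusted p = 0.388 with an estimated correlation). The median log2 fold change of the list was 1.53 there. Calls of this size rest on the TMM factors, and whether they hold without them was not tested. Of 14 glycolysis genes, 11 were lower in basal-like than in suprabasal-like cells and 2 were higher, SLC2A1 and PFKM (11 and 2 when adjusted over the list alone, camera adjusted p = 0.00102, and adjusted p = 0.207 with an estimated correlation). The glycolysis call was lost when cells were clustered without signature and cell cycle genes (adjusted p = 0.0833, the highest of the alternatives, the lowest being 1.4e-05).

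Notch genes went in opposite directions. The ligand genes JAG2 and DLL1 were higher in basal-like than in suprabasal-like cells, at log2 fold changes of 5.31 (SE 0.45, adjusted p = 4.6e-09 from edgeR) and 4.93 (SE 0.35, adjusted p = 4.8e-10), while the receptor gene NOTCH3 was lower at -2.52 (SE 0.28, adjusted p = 1.8e-07). Over the list, 3 of 12 Notch genes were higher there and 7 lower (3 and 7 when adjusted over the list alone, camera adjusted p = 0.189). In dividing-like cells 7 of the 12 were higher and 1 lower (7 and 1 when adjusted over the list alone, camera adjusted p = 0.0384, and adjusted p = 0.225 with an estimated correlation), with NOTCH1 at 2.39 and HEY2 at 2.49; with at most 10% mitochondrial UMIs the list's adjusted p was 0.16, the highest of the alternatives, and 5 more of them ended the call (lowest 0.0017). Of 12 genes that respond to dissociation, 6 were higher and 1 was lower in superficial-like than in basal-like cells (6 and 1 when adjusted over the list alone, camera adjusted p = 0.0495, and adjusted p = 0.388 with an estimated correlation), with DUSP1 and ZFP36 higher and FOS lower. That call was lost with at most 10% mitochondrial UMIs (adjusted p = 0.146, the highest of the alternatives, the lowest being 0.0162) and under others, without replicate 5 (donor 5, 0.0903) among them.

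The paper reports several genes in clones of the EPC2-hTERT cell line, and their levels in the tissue are as follows. DKK1, which the paper finds higher in highly proliferative clones, was at 449 ± 306 CPM in superficial-like and 0.501 ± 0.205 CPM in dividing-like cells (SD, n = 5 donors), with a log2 fold change of -3.68 in dividing-like cells (SE 0.65, adjusted p = 4.5e-05 from edgeR). DKK1 was also low in basal-like cells, at 0.968 ± 0.596 CPM, and in suprabasal-like cells, at 1.465 ± 1.41 CPM. In intermediate-like cells it was at 14.8 ± 17.2 CPM, so the largest gap was to superficial-like cells. Of the 4 WNT genes the paper names, SFRP1 and PSMA7 were higher in dividing-like cells and DKK1 lower (2 and 1 when adjusted over the list alone, camera adjusted p = 0.63). Of its 3 PI3K genes, FOXM1 and SNX5 were higher, at 3.83 and 1.13, and AXL did not pass the test, at -0.24 (2 when adjusted over the list alone, camera adjusted p = 0.0728). Among 10 WNT feedback genes 6 were higher and 3 lower (6 and 3 when adjusted over the list alone, camera adjusted p = 0.279). KRT14, DST and COL17A1, which the paper takes as quiescence markers, were higher in dividing-like cells than in the log2-scale mean of the other classes (3 of 3, also when adjusted over the list alone, camera adjusted p = 0.0129, and adjusted p = 0.196 with an estimated correlation). The list's call was lost when clustered without Harmony (adjusted p = 0.0595, the highest of the alternatives, the lowest being 0.000789). Yet each of these genes was highest in basal-like cells, which they had named. DST was at 619 ± 133 CPM in basal-like and 133 ± 70.8 CPM in dividing-like cells, and COL17A1 at 165 ± 64.3 and 31 ± 30.3 CPM. KRT14 was at 1676 ± 915 CPM in basal-like, 992 ± 834 CPM in dividing-like and 219 ± 226 CPM in suprabasal-like cells.

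The 26 genes of the S2 Table that were lower in highly proliferative clones scored lower in dividing-like than in suprabasal-like cells in 5 of 5 donors at 2000 UMIs per cell, by -0.0228 ± 0.0151 (donors from -0.0444 to -0.0032, exact two-sided sign-flip permutation p = 0.063, the smallest that 5 donors allow, adjusted p = 0.25), and by -0.001 without thinning. Their score was 0.372 ± 0.0208 in dividing-like and 0.383 ± 0.024 in basal-like cells, a difference of -0.0106 ± 0.0083 (higher in dividing-like cells in 1 of 5 donors, exact two-sided sign-flip permutation p = 0.125, adjusted p = 0.25). Differences from intermediate-like and superficial-like cells were 0.0005 and -0.0163, higher in dividing-like cells in 3 and 1 of 5 donors, with exact permutation p of 1.0 and 0.188 (adjusted 1.0 and 0.25). By gene, 5 of the 26 were higher and 17 lower in dividing-like cells (5 and 17 when adjusted over the list alone, camera adjusted p = 0.00316, and adjusted p = 0.196 with an estimated correlation), and 14 were highest in superficial-like cells (9 with CPM without TMM factors). AKR1C1 and AKR1C2, which encode aldo-keto reductases with close paralogs, were among the higher genes, at 2.93 and 3.02.

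The 16 signature genes left without proliferation genes scored higher in dividing-like than in basal-like cells. Deeper sequencing of dividing-like cells is argued against as the whole cause. At an equal 2000 UMIs per cell the difference was 0.0704 ± 0.0158 and positive in 5 of 5 donors. Without thinning it was 0.144. Thinning also lowered the difference from suprabasal-like cells, from 0.123 to 0.0911, although median depths were close there (23371.5 UMIs in dividing-like and 23293.5 in suprabasal-like cells). Whether unequal depth adds to the unthinned difference was thus not separated from the effect of thinning itself. A property of any genes of like abundance is also argued against, as the difference lay at percentile 99.99 of matched random lists, a test chosen beforehand. Genes such as RANBP1 and HMGB1 can themselves rise with the cell cycle, which was not separated here and stays open.

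Of the 25 signature genes, 9 lie on chromosome 20 (36%), against 432 of 17157 other tested genes (2.52%; odds ratio 21.8, Fisher's exact two-sided p = 6.3e-09), an excess seen in the S2 Table before it was tested, while none of the 26 genes lower in highly proliferative clones does. The choice of this chromosome among 23 is argued against as the cause (Fisher's exact p adjusted over all of them 1.5e-07), and so is abundance in the tissue: of 10000 random lists matched on it the highest held 4 such genes, and the share with as many was 0.0001, the smallest they can give. In dividing-like cells of the tissue its genes had a median log2 fold change of -0.10 and other genes 0.06 (difference -0.154, SD 0.064 over random sets), which does not bear on how a list drawn from the cell line arose. Of the 8 chromosome 20 genes listed beforehand, without PCNA, 5 were higher in dividing-like cells and none was lower (5 when adjusted over the list alone, camera adjusted p = 0.0193, adjusted p = 0.225 with an estimated correlation, and adjusted p = 0.467 when clustered without Harmony, the highest of the alternatives, which ended the call, the lowest being 0.000363), and 7 of the 16 genes without proliferation genes are on this chromosome. The cell line's data, in which the signature was derived, are not used here, so abundance in the cell line stays open, and no biological explanation was tested.

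Other splits of the sums were fitted 25 times per comparison, the real split included. The real split called 10576 genes for dividing-like cells and the highest of the others 0, for basal-like against suprabasal-like cells the counts were 6817 and 2491, and for superficial-like against basal-like cells 12885 and 7558, so that 1 of 25 splits, the real one, was as large in each. The classes had been clustered from the same counts, which fixes this outcome, so these splits do not show whether chance can be excluded. Of the other splits 3 and 2 called any gene in the comparisons with basal-like cells. Splits that part every donor's pair, as the real one does, were 24, 5 and 4 in the 3 comparisons, and the highest of the others among them called 0.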
